# AtfA-Independent Adaptation to the Toxic Heavy Metal Cadmium in *Aspergillus nidulans*

**DOI:** 10.3390/microorganisms9071433

**Published:** 2021-07-02

**Authors:** Tamás Emri, Barnabás Gila, Károly Antal, Fanni Fekete, Heungyun Moon, Jae-Hyuk Yu, István Pócsi

**Keywords:** *Aspergillus nidulans*, AtfA, cadmium, oxidative stress, transcriptomics

## Abstract

Cadmium is an exceptionally toxic industrial and environmental pollutant classified as a human carcinogen. In order to provide insight into how we can keep our environment safe from cadmium contamination and prevent the accumulation of it in the food chain, we aim to elucidate how *Aspergillus nidulans*, one of the most abundant fungi in soil, survives and handles cadmium stress. As AtfA is the main transcription factor governing stress responses in *A. nidulans*, we examined genome-wide expression responses of wild-type and the *atfA* null mutant exposed to CdCl_2_. Both strains showed up-regulation of the *crpA* Cu^2+^/Cd^2+^ pump gene and AN7729 predicted to encode a putative bis(glutathionato)-cadmium transporter, and transcriptional changes associated with elevated intracellular Cys availability leading to the efficient adaptation to Cd^2+^. Although the deletion of *atfA* did not alter the cadmium tolerance of the fungus, the cadmium stress response of the mutant differed from that of a reference strain. Promoter and transcriptional analyses of the “Phospho-relay response regulator” genes suggest that the AtfA-dependent regulation of these genes can be relevant in this phenomenon. We concluded that the regulatory network of *A. nidulans* has a high flexibility allowing the fungus to adapt efficiently to stress both in the presence and absence of this important transcription factor.

## 1. Introduction

Cadmium is a highly toxic, nonessential heavy metal. Although it is regularly found in ores of zinc, lead, and copper, the elevated cadmium levels detected in the environment are of anthropogenic origin in most cases [1,2,3,4]. Atmospheric deposition, water irrigation, and the use of phosphate fertilizers with high cadmium content can all increase cadmium concentrations in agricultural fields and lead to accumulation of this toxic heavy metal in the food chain [1,4]. Deeper understanding of cadmium stress response may help in improving Cd^2+^ biosorption techniques based on microbial biomass [5,6,7,8,9,10] as well as developing new strategies to prevent the accumulation of Cd^2+^ in plants [10,11].

AtfA is a bZIP-type transcription factor of *Aspergillus nidulans* [12,13]. AtfA and its orthologs regulate sexual and asexual development, different stress responses, and secondary metabolism in filamentous fungi [14,15,16,17,18,19]. Not surprisingly, it contributes substantially to the virulence of both the human and plant pathogenic fungi [16,17,18,20,21,22]. Previously we found that the *ΔatfA* strain was more sensitive to oxidative stress induced by H_2_O_2_, menadione sodium bisulfite, *terc*-butylhydroperoxide, or diamide than the reference strain [23]. Transcriptomic studies also demonstrated that AtfA plays an important role in the regulation of oxidative stress: Deletion of its gene affected the transcription of a large number of genes during stress treatments [23,24,25]. In addition to the large number of genes affected, the stressor specificity of the AtfA-dependent genes and similar numbers from up- and down-regulated genes suggest that most affected genes are indirectly regulated by AtfA [24]. Elements of the phosphorelay response regulator systems (e.g., *fphA*, *nikA*, *phkA*, *srrB*, *srrC*, *sskA,* or *tcsB*) are among the few genes that showed consequent down-regulation in the *ΔatfA* mutant in comparison to the reference strain [23,24,25]. The strong AtfA-dependence of these regulatory genes raises the possibility that they are under direct control of AtfA. This would explain why deletion of *atfA* had a strong effect on the transcriptome.

Here we used a transcriptomics-based approach using RNAseq to elucidate the CdCl_2_-induced stress response in *A. nidulans* as a model organism. In addition to the reference strain, we also recorded the cadmium stress response of a *ΔatfA* mutant. Investigating two different strains helped us to better identify key genes and processes of Cd^2+^ tolerance and also allowed us to better understand the role of AtfA in the regulation of stress responses.

## 2. Materials and Methods

### 2.1. Strains and Culture Conditions

The *A. nidulans* THS30 (*pyrG89; AfupyrG^+^; pyroA4; pyroA^+^*) as reference strain and TNJ92 (*pyrG89; AfupyrG^+^; pyroA4; ΔatfA::pyroA*) as a *ΔatfA* gene deletion mutant [23] were used in this study. Strains were maintained on Barratt’s minimal medium agar plates at 37 °C [26]. Conidia freshly collected from 6 d cultures were used for inoculation in all experiments.

For submerged cultivation, 100 mL Barratt’s minimal broth (in 500 mL Erlenmeyer flasks) was inoculated with 100 × 10^6^ conidia and was incubated at 37 °C and at 3.7 Hz shaking frequency for 16.5–26 h. Before stress treatment (0.2 mM CdCl_2_, at 16 h) the biomass of cultures were set to equal levels as described earlier [23].

### 2.2. Recording Growth, Measuring GSH and GSSG Contents, 2′,7′-Dichlorofluorescein-Assay (DCF-Test)

Mycelia from 10 mL fermentation broth were filtered and dried at room temperature. The increase in the dry cell mass (DCM) values between 16 h and 26 h were calculated and used to characterize the growth of CdCl_2_-treated and untreated cultures.

Mycelia samples taken at 18.5 h and treated with 5′-sulfosalicylic acid [27,28] were used for the determination of (reduced) glutathione (GSH) and oxidized glutathione (GSSG) content with the DTNB-glutathione reductase assay [29] as well as for DCF-test to record changes in the redox homeostasis of the cultures [30].

### 2.3. Measuring Specific Enzyme Activities

Specific catalase and superoxide dismutase (SOD) activities were measured by rate assays [31,32] with cell-free extracts prepared by X-pressing [33]. The same cell free extracts were used to detect Cys synthase activities by the colorimetric method of Warrilow and Hawkesford [34] with O-acetyl-serine and Na_2_S as substrates. Protein content of the samples was measured with Bradford reagent. Chitinase, N-acetyl-glucosaminidase, and β-glucosidase activities were determined from fermentation broth with 4-nitrophenyl-β-D-*N*,*N*′,*N*′′-triacetylchitotriose,4-nitrophenyl-*N*-acetyl-β-D-glucosaminide and 4-nitrophenyl-β-D-glucoside as substrates, respectively, according to Pusztahelyi et al. [35]. Due to low enzyme activity values, the fermentation broth was concentrated tenfold before the hydrolase activity measurements using Amicon Ultra (Merck, Budapest, Hungary) centrifugal filters.

### 2.4. Reverse-Transcription Quantitative Real-Time Polymerase Chain Reaction (RT-qPCR) Assays

Lyophilized mycelia were used for isolation of total RNA as described previously by Chomczynski [36]. RT-qPCR assays were carried out as detailed in Kovács et al. [37], with the primer pairs listed in Table S1 and using the *actA* gene as reference. Relative transcription was characterized with either ΔCP or ΔΔCP. ΔCP = CP_r_ − CP_t_ where r, t, and CP stand for the reference gene, target gene, and the crossing point value detected in the RT-qPCR assays, respectively. ΔΔCP_treatment_ = ΔCP_treated culture_ − ΔCP_untreated culture_ and ΔΔCP_mutation_ = ΔCP_mutant_ − ΔCP_reference strain_.

### 2.5. High-Throughput RNA Sequencing

Four different cultures with three biological replicates were studied. For “untreated cultures” of the reference strain (THS30) and the *ΔatfA* mutant (TNJ92), Barrat’s minimal broths were inoculated with conidia of the THS30 or the TNJ92 strains as described above and were incubated for 16.5 h at 37 °C and at 3.7 Hz shaking frequency. For “CdCl_2_-treated cultures” of the same strains, Barrat’s minimal broths were inoculated with conidia of the THS30 or the TNJ92 strains and were incubated for 16.5 h at 37 °C and at 3.7 Hz shaking frequency. These cultures were treated with 0.2 mM CdCl_2_ at 16 h.

Total RNA were isolated from cultures independent to those used for RT-qPCR assays. RNA sequencing (from library preparation to generation of fastq.gz files) were carried out at the Genomic Medicine and Bioinformatics Core Facility, Department of Biochemistry and Molecular Biology, Faculty of Medicine, University of Debrecen, Debrecen, Hungary. RNAseq libraries were prepared with TruSeq RNA Sample preparation kit (Illumina, Praha, Czech Republic) according to the manufacturer’s protocol. Each library pool was sequenced (single-read 75 bp sequencing on an Illumina HiScan SQ instrument; Illumina, San Diego, CA, USA) in one lane of a sequencing flow cell, and 11–16 million reads per sample were obtained. Reads were aligned to the genome of *A. nidulans* FGSC A4 with hisat2 (version 2.1.0) [38] using the following genome and genome features files (GFF) http://www.aspergillusgenome.org/download/sequence/A_nidulans_FGSC_A4/archive/A_nidulans_FGSC_A4_version_s10-m04-r12_chromosomes.fasta.gz (accessed on 2 July 2021) and http://www.aspergillusgenome.org/download/gff/A_nidulans_FGSC_A4/archive/A_nidulans_FGSC_A4_version_s10-m04-r12_features_with_chromosome_sequences.gff.gz (accessed on 2 July 2021), respectively. The percentage of the successfully aligned reads varied between 80–91%. Differentially expressed genes were determined with DESeq2 (version 1.24.0) [39]. RPKM values (reads per kilo base per million mapped reads) used only to visualize transcription activities of selected genes were calculated with the “rpkm” function of the edgeR package [40].

### 2.6. Evaluation of RNAseq Data

“Up-regulated and down-regulated genes were defined as differentially expressed genes (DESeq2; *p* < 0.05) where the log_2_FC > 0 and log_2_FC < 0, respectively. Log_2_FC stands for the number calculated by the DESeq2 software using THS30 as reference strain (TNJ92 untreated cultures vs. THS30 untreated cultures or TNJ92 Cd treated cultures vs. THS30 Cd treated cultures) or untreated cultures as reference conditions (THS30 Cd treated cultures vs. THS30 untreated cultures or TNJ92 Cd treated cultures vs. TNJ92 untreated cultures). Up-regulated and down-regulated genes identified in the CdCl2-treated vs. untreated and in the *ΔatfA* mutant vs. reference strain comparisons were regarded as stress responsive and AtfA-dependent genes, respectively”.

Gene groups containing functionally related genes were defined as follows:

“Antioxidative enzyme” genes: Genes of known or putative catalases, peroxidases, superoxide dismutases, or of the glutathione/glutaredoxin/thioredoxin system collected from the *Aspergillus* Genome Database (AspGD; http://www.aspergillusgenome.org; accessed on 2 July 2021).

“Autophagy” genes, “DNA repair” genes, and “P-type ATPase” genes: Genes with “autophagy”, “role in DNA repair”, or “P-type ATPase” feature, respectively, in their general description according to the AspGD.

“Cd^2+^ efflux pump” genes: Cation transporter genes of “cadmium ion import into vacuole”, “cadmium ion transport”, and “cellular detoxification of cadmium ion” GO terms (AspGD) as well as *ygA* (AN3624, [41]), an ortholog of *A. fumigatus pcaA* (Afu1g16130) putative cadmium transporter [8,10].

“Cell wall biosynthesis and degradation genes as well as cell wall integrity pathway” genes: Genes encoding enzymes of cell wall polysaccharide biosynthesis and degradation as well as of the cell wall integrity (protein kinase C) MAPK pathway according to De Groot et al. [42].

“Cys, Met and GSH metabolism” genes: Genes of GSH synthesis and degradation, Cys and Met biosynthesis, transsulfuration pathway, Met cycle., and Met salvage pathway according to the KEGG Pathway Database (https://www.genome.jp/kegg/pathway.html, accessed on 2 July 2021).

“Cys rich protein” genes: Gene encoding proteins with more than 10% Cys content according to the AspGD.

“ER to Golgi vesicle-mediated transport” genes: Genes of the “endoplasmic reticulum to Golgi vesicle-mediated transport” GO term according to the AspGD.

“Fe-S cluster binding protein” genes: Genes of the “iron-sulfur cluster binding” GO term according to the AspGD.

“Folate cycle” genes and “Glyoxylate pathway”genes: Genes of the folate cycle as well as of the glyoxalate cycle according to the KEGG Pathway Database.

“Glycolysis genes”: Genes described by Flipphi et al. [43].

“Phosphorelay response regulator” genes: Genes of the “phosphorelay response regulator activity” and “osmosensory signaling via phosphorelay pathway” GO terms in the AspGD.

“Ribosome biosynthesis” genes: Genes of the “ribosome biogenesis” *Aspergillus* GO-slim process category (http://www.aspergillusgenome.org/cgi-bin/GO/goTermMapper, accessed on 2 July 2021).

“Secondary metabolism cluster” genes: Manually or experimentally identified secondary metabolite cluster genes according to Inglis et al. [44]. 

“Squalene-ergosterol pathway” genes: Orthologs of *A. fumigatus* squalene–ergosterol pathway genes [45].

“Zinc transporter” genes: Genes of the “zinc ion transmembrane transporter activity”, “zinc ion transport”, and “zinc ion transmembrane transport” GO terms in the AspGD.

The enrichment of genes from the above defined genes groups within the up-regulated, down-regulated, stress responsive, and AtfA-dependent gene sets was tested with the “fisher.test” function (Fisher’s exact test; *p* < 0.05) of the R project (www.R-project.org, accessed on 2 July 2021).

Gene set enrichment analyses with FunCat, GO, and KEGG pathway terms were carried out with the FungiFun2 package (https://elbe.hki-jena.de/fungifun/fungifun.php, accessed on 2 July 2021) using default settings. Hits with adjusted *p* < 0.05 were taken into consideration during the evaluation process.

### 2.7. Promoter Analysis

Putative AtfA binding sites were identified according to Szabó et al. [19] in the promoter of each “Phosphorelay response regulator”, known and putative catalase, “Glycolysis”, “Squalene-ergosterol pathway”, “Folate cycle”, and Asperfuranone cluster genes of *A. nidulans*. In the case of *A. fumigatus*, *A. niger,* and *A. oryzae,* only the orthologs or best hit(s) for the *A. nidulans catA*, *catB,* and the “Phosphorelay response regulator” genes (according to AspGD) were studied. Briefly: The 5′-upstream intergenic sequences were downloaded from the AspGD and transcription start sites (TSS) were determined with the FGENESH tool (Softberry; http://www.softberry.com, accessed on 2 July 2021) in these sequences. ATF/CREB family transcription factor binding sites were searched with the PROMO (version 3.0.2) tool (http://alggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3, accessed on 2 July 2021) using 5% maximum matrix dissimilarity rate. Sites in the regions from TSS-1000 to TSS+50 and from TSS+50 to ATG were counted separately. In the case when identification of TSS failed, only the region from ATG-1500 to ATG was searched for binding motifs. 

## 3. Results

### 3.1. Deletion of atfA Did Not Alter Significantly the Physiology of CdCl_2_-Treated Cultures

Cadmium treatment inhibited the growth in submerged cultures as expected (Figure 1A). Significant difference between the TNJ92 *ΔatfA* mutant and the THS30 reference strain was not detected (Figure 1A).

Similar results were obtained on agar plates earlier where the relative growth values (ratio of colony diameters of treated and of untreated cultures) of the same two strains were very similar [25]. Cadmium stress significantly disturbed the redox balance in both strains, but there was no significant difference between their behaviors (Figure 1B). In addition, cadmium treatment increased GSH and GSSG contents of mycelia, and the specific SOD (but not catalase) activities displayed a very similar pattern in both strains (Figure 1C, Table 1).

### 3.2. Deletion of atfA Resulted in Marked Changes in Transcriptomes Observed under CdCl_2_ Stress

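RNA was sequenced from mycelia of the THS30 reference strain and of the TNJ92 Δ*atfA* mutant, taken 0.5 h after 16 h old submerged cultures had received 0.2 mM CdCl_2_ or no CdCl_2_. Each of the 4 groups had 3 biological replicates, which makes 12 libraries. The deposited table of the authors gives a read count and an RPKM value per gene and library for 10988 genes, from reads aligned with HISAT2 2.1.0. The RPKM values were not used for the tests. The program that counted the reads is not given in the sources used here. Library totals ran from 8721119 to 13641031 counts. The counts were scaled by TMM and tested with the quasi-likelihood method of edgeR over the 9070 genes that passed its filter on low counts, with all libraries in 1 model. Genes are called up-regulated or down-regulated, or higher or lower in TNJ92, at a Benjamini-Hochberg adjusted p under 0.05. The difference between the strains' responses was tested as an interaction in the same model. For gene groups, a one-sided Fisher's exact test compared the called members with all genes that passed the filter. Camera compared the mean test statistic of the members with that of the other genes. Of 34 group enrichments past Fisher's test, 25 were also past camera with a preset correlation of 0.01 between genes and 2 with an estimated correlation, both of the latter for the cluster around *xptA* in the comparisons between strains. On simulated data, the form with an estimated correlation called 0 of 200 unchanged gene sets at an unadjusted p under 0.05. For a set with raised genes, it gave an unadjusted p of 1.13e-07. Genes were drawn independently of each other there, so the simulation does not show how this form does on correlated genes. A p above the threshold from this form does not show that a set is unchanged. Membership in the groups of Table S5 comes from annotation, but the study's values for these genes had been seen before the lists were taken over, so counts adjusted over the list alone are not independent evidence.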

The transcriptomes of four different cultures (untreated and CdCl_2_-treated cultures of the TNJ92 *ΔatfA* mutant and the THS30 reference strain) were compared using RNA sequencing (RNAseq; Table S2). 

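The ABC transporter gene AN7729 rose with CdCl_2_ in THS30 by a log2 fold change of 0.71 ± 0.11 (standard error, n = 3 per group), and the paper's RT-qPCR value on the same scale is 1.60. The glutamate synthase gene *gltA* (AN5134) fell, at a log2 fold change of -0.77 ± 0.14, with -1.03 as the paper's value, and the phosphorelay gene *hk-8-1* (AN2581) changed at -0.81 ± 0.11, with -1.16. The deleted gene *atfA* (AN2911) itself had a log2 fold change of -3.63 ± 0.12 between the untreated strains, where the paper's RT-qPCR value is -16.58. Across the 24 genes of Table S3, Pearson's r between both measures was 0.88 for the response of THS30, 0.90 for that of TNJ92, 0.70 between the untreated strains and 0.72 between the CdCl_2_-treated strains. The permutation p was 1e-05 for each of these 4 relations, and 1e-05 when adjusted over them, which is the smallest that the permutations can give. Spearman's rho was 0.86, 0.90, 0.92 and 0.79, with permutation p values of 1e-05 and, for the last, 2e-05. Both measures had the same sign for 21, 21, 21 and 19 of the genes in the same order. Of the called genes, the sign was opposite for *hk-8-3* (AN6820) in the response of THS30 (0.38 ± 0.08 against -0.36 in RT-qPCR), for *cysF* (AN1513) and *gdhA* (AN4376) between the untreated strains (0.66 ± 0.11 against -0.19 in RT-qPCR and 0.86 ± 0.14 against -0.11 in RT-qPCR) and for *hk2* (AN7945), *tubC* (AN6838) and *hacA* (AN9397) between the CdCl_2_-treated strains (-1.18 ± 0.21 against 0.30 in RT-qPCR, -0.57 ± 0.08 against 0.20 in RT-qPCR and 0.30 ± 0.10 against -0.14 in RT-qPCR). The value of *hacA* was not past the test without THS30 CdCl_2_-treated replicate 1 or TNJ92 CdCl_2_-treated replicate 2 (log2 fold change 0.21 to 0.26). Without the 2 genes farthest from the median, Pearson's r was 0.86, 0.91, 0.93 and 0.69. These relations are across genes, and genes are not independent replicates. The slopes of the sequencing values on the RT-qPCR values were 0.52, 0.81, 0.30 and 0.25, and without *atfA*, which is deleted in TNJ92, 0.55, 0.80, 1.04 and 0.95.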

Transcriptional changes of 24 genes were also determined by RT-qPCR (Table S3) and they showed good correlation with the RNAseq data (Figure S2). According to the principal component analysis (PCA) of the RNAseq data, both the stress treatment and the genotype of the strains markedly affected the transcriptomes (Figure S1).

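AN10139, a ribosome biogenesis gene whose protein is raised in a *hapX* mutant, rose with CdCl_2_ by a log2 fold change of 2.89 ± 0.33 (standard error, n = 3 per group) in THS30 and 1.81 ± 0.33 in TNJ92. The chitin deacetylase gene AN1852 differed between the untreated strains at -4.11 ± 0.23. Over the 500 most variable genes, the first component held 79.6% of the variance and separated the strains, and the second held 15.3% and separated untreated from CdCl_2_-treated libraries. The median distance between libraries of log2 CPM values over the same 500 genes was 32.8 between untreated and CdCl_2_-treated THS30, 43.8 between untreated and CdCl_2_-treated TNJ92, 82.1 between the untreated strains and 74.8 between the CdCl_2_-treated strains. Replicates of 1 group lay at median distances of 10.4 to 14.7, so over these genes each of these differences was larger than the spread between replicates. The genes were picked by their variance over all 12 libraries, which favours genes that differ between groups. On the second component, THS30 CdCl_2_-treated replicate 3 lay at 7.15 and the other replicates of its group at 14.68 and 13.08.

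**Figure D1:**
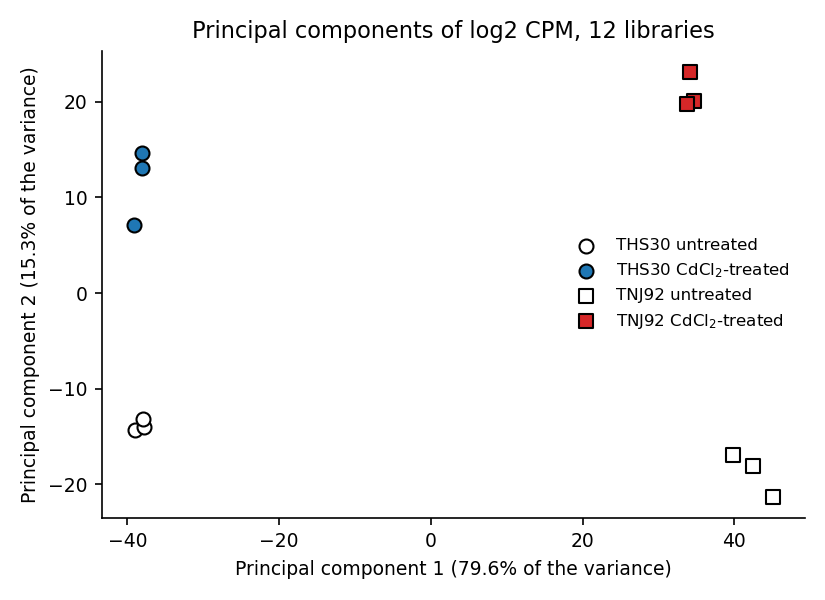
Principal components of log2 CPM values over the 500 most variable genes, with component 1 on the horizontal and component 2 on the vertical axis. Circles are libraries of THS30 and squares of TNJ92, and filled symbols are CdCl_2_-treated. The strains lie apart on component 1 and the treatments on component 2.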

Composition of the differentially expressed gene sets showed that the stress responses of the TNJ92 *ΔatfA* mutant and the THS30 reference strain were different: 62% (685 + 1292 = 1977) of the 3167 up-regulated and 58% (663 + 1192 = 1855) of the 3177 down-regulated stress responsive genes showed altered transcription either in the mutant or in the reference strain only (Figure 2A). 

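CdCl_2_ up-regulated the glucanase gene AN3883 in both strains, by a log2 fold change of 3.52 ± 0.22 in THS30 and 5.54 ± 0.27 in TNJ92 (standard error, n = 3 per group). The glutathione peroxidase gene AN3255 went opposite ways, -1.05 ± 0.11 in THS30 and 1.59 ± 0.14 in TNJ92, and the difference between the strains' responses was 2.64 ± 0.18 (adjusted p = 5.89e-08, edgeR). In THS30, 2037 genes were up-regulated and 1948 down-regulated, and in TNJ92 2568 and 2554. Of the 3314 genes up-regulated in either strain, 746 were up-regulated in THS30 only, 1291 in both and 1277 in TNJ92 only, which leaves 61.0% up-regulated in 1 strain only. Independent calls in the strains would give 577 in both. Of the 3192 genes down-regulated in either strain, 638 were down-regulated in THS30 only, 1310 in both and 1244 in TNJ92 only, or 59.0% in 1 strain only, with 549 in both for independent calls. The sets of 1 strain include 166 genes up-regulated in THS30 and down-regulated in TNJ92, and 111 the other way round. A call in 1 strain only does not show by itself that the strains differ. The interaction test passed for 52.5% of the genes up-regulated in 1 strain only and for 50.3% of those down-regulated in 1 strain only. The responses of the strains correlated across the 9070 genes with r = 0.62. From the composition of these gene sets, the paper concludes that the stress responses of the strains were different.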

The stress treatment also changed the transcriptional difference between the two strains: 56% (1216 + 863 = 2079) of the 3703 up-regulated and 50% (964 + 707 = 1671) of the 3350 down-regulated “AtfA-dependent genes” showed AtfA-dependence only in untreated or only in CdCl_2_-treated cultures (Figure 2B).

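The thioredoxin reductase gene *trxB* (AN8218) was higher in TNJ92 both without CdCl_2_, by a log2 fold change of 3.13 ± 0.15 (standard error, n = 3 per group), and with it, by 2.35 ± 0.15. By contrast, the phosphorelay gene *hk-8-7* (AN9048) was lower in untreated TNJ92 at -0.95 ± 0.14, while its value between the CdCl_2_-treated strains was 0.00 ± 0.12 and did not pass the test. Between the untreated strains, 2905 genes were higher and 2683 lower in TNJ92, and between the CdCl_2_-treated strains 2519 and 2521. Of the 3780 genes higher in TNJ92 in either comparison, 1261 were higher only in untreated cultures, 1644 in both and 875 only in CdCl_2_-treated cultures, so 56.5% were higher in 1 condition only. Of the 3438 genes lower in either comparison, the numbers were 917, 1766 and 755, or 48.6% lower in 1 condition only. The interaction test also passed for 54.7% of the genes higher in 1 condition only and for 47.8% of those lower in 1 condition only. These sets of 1 condition include 169 genes that were higher in untreated and lower in CdCl_2_-treated TNJ92, and 116 the other way round.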

### 3.3. CdCl_2_ Stress Regulates Vegetative Growth, Cd^2+^ Efflux System, and Sulfur Metabolism in the Reference Strain

Gene set enrichment analyses were applied to elucidate how the THS30 reference strain adapted to the CdCl_2_ treatment-induced stress. According to them, the stress down-regulated several processes involved in the fast vegetative growth in *A. nidulans*. These included glycolysis, tricarboxylic acid (TCA) cycle, respiration, and sterol biosynthesis (Table 2, Table 3, Tables S4 and S5). 

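Among the "Glycolysis" genes of THS30, the aldolase gene *fbaA* (AN2875) fell with CdCl_2_, at a log2 fold change of -1.12 ± 0.11 (standard error, n = 3 per group), the phosphoglycerate mutase gene *pgmA* (AN3059) at -1.10 ± 0.11 and the atypical hexokinase gene *hxkC* (AN4255) at -0.86 ± 0.21. The hexokinase-like regulator gene *xprF* (AN2180) rose by 0.69 ± 0.10. Of 20 genes tested, 3 were up-regulated and 10 down-regulated (3 and 10 adjusted over the list alone). Fisher's exact test gave adjusted p = 0.037 for the down-regulated set, and camera adjusted p = 0.83 with an estimated correlation. The enrichment was not past the test without TNJ92 untreated replicate 3, with only the 2 groups compared or with a replicate block (adjusted p 0.0529 to 0.0644). In the "Squalene-ergosterol pathway", the C-8 sterol isomerase gene *erg2* (AN0451) fell, at a log2 fold change of -0.94 ± 0.16, the C-14 sterol reductase gene *erg24B* (AN4094) at -0.95 ± 0.13 and the C-24(28) sterol reductase gene *erg4* (AN10648) at -0.71 ± 0.12, while the squalene monooxygenase gene *erg1* (AN11008) rose by 0.54 ± 0.12. Of 16 genes, 3 were up-regulated and 10 down-regulated (3 and 10 adjusted over the list alone), which gave adjusted p = 0.00646 for the down-regulated set in Fisher's exact test and adjusted p = 0.827 with an estimated correlation in camera. TCA cycle and respiration gene sets were not analysed here.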

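The large subunit protein gene *rpl3* (AN6202) fell with CdCl_2_ in THS30, at a log2 fold change of -0.67 ± 0.14 (standard error, n = 3 per group), and AN5715, which encodes the small subunit protein S26, at -0.85 ± 0.13. Opposite to these, the rRNA helicase gene *spb4* (AN3176) rose by 1.13 ± 0.16, AN0728, with a predicted snoRNA binding domain, by 1.32 ± 0.20, and AN6200, an ortholog of the ribosome assembly factor Rrp12p, by 0.48 ± 0.12. Over 185 genes annotated to the making of ribosomes, 85 were up-regulated and 46 down-regulated (92 and 46 adjusted over the list alone), with a median log2 fold change of 0.28. One-sided Fisher's exact tests gave adjusted p = 2.2e-11 for the up-regulated and adjusted p = 0.429 for the down-regulated members, and camera adjusted p = 0.849 with an estimated correlation. The enrichment of down-regulated members was past the test with library totals (adjusted p 0.0244). With all 10988 genes of the deposited table as background, its adjusted p was 0.0375.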

Interestingly “Ribosome biogenesis” genes were significantly enriched in both the up-regulated and the down-regulated gene sets (Table 3 and Table S5), suggesting a remodeling rather than bulk unidirectional changes in protein synthesis under stress.

Out of the potential Cd^2+^ efflux pumps, *crpA* (AN1317) [9,46], but not *ygA,* was up-regulated (Tables S3 and S5). 

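The copper and cadmium transporter ortholog *crpA*, listed as AN3117 in Table S5 and taken under that identifier here, rose from 380 ± 33.5 to 579 ± 36.2 CPM (SD, n = 3 per group) with CdCl_2_ in THS30, a log2 fold change of 0.60 ± 0.11 (standard error, adjusted p = 0.000438, edgeR), and each treated library lay above each untreated one. The predicted copper transporter *ygA* (AN3624), needed for conidial pigment, had -0.19 ± 0.11 (adjusted p = 0.181, edgeR), and was past the test without THS30 untreated replicate 1 (log2 fold change -0.31). Another candidate, *zrfD* (AN10468), an ortholog of cadmium and zinc transporters, fell by 1.30 ± 0.12. Among the 5 putative efflux pump genes of Table S5, 1 was up-regulated and 2 down-regulated (1 and 2 adjusted over the list alone). The number of down-regulated genes was 1 without THS30 CdCl_2_-treated replicate 1 or THS30 untreated replicate 2 or 3 or with library totals.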

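AN10367, a putative P-type ATPase gene, rose in THS30 by a log2 fold change of 0.47 ± 0.11 (standard error, n = 3 per group), and AN0318, which encodes a putative plasma membrane ATPase, by 0.48 ± 0.15. The value of AN0318 was not past the test without THS30 CdCl_2_-treated replicate 1 or THS30 untreated replicate 3 (log2 fold change 0.33 to 0.42). More members fell: the membrane ATPase gene *enaB* (AN1628) had -1.44 ± 0.11 and the plasma membrane proton pump gene *pmaA* (AN4859) -0.87 ± 0.15. Across the 21 putative P-type ATPase genes, 3 were up-regulated and 7 down-regulated (3 and 7 adjusted over the list alone). Neither set was enriched in Fisher's exact test, with adjusted p = 1 for the up-regulated and 0.429 for the down-regulated set.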

Apart from *crpA*, two other putative P-type ATPase genes (AN0318 and AN10367) were also up-regulated under cadmium stress (Table S5).

Fungal cell wall can bind a huge amount of Cd^2+^, and chitin can be particularly important in this biosorption [47,48]. Interestingly, cadmium stress did not cause substantial changes in the transcription of genes involved in cell wall biosynthesis or degradation and this was the case with extracellular chitinase, *N*-acetyl-β-D-glucosaminidase, and β-glucosidase activities as well (Table 1 and Table S5).

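The chitin synthase gene *chsA* (AN7032) fell, at a log2 fold change of -0.65 ± 0.09 (standard error, n = 3 per group), the β-1,3-glucan synthase gene *fksA* (AN3729) at -0.60 ± 0.10 and the chitin deacetylase gene AN1852 at -1.55 ± 0.18, while the chitinase gene *chiB* (AN4871) rose by 0.45 ± 0.11 and the cell wall stress sensor gene *wscB* (AN6927) by 0.64 ± 0.10. Of 82 genes tested in this group, 16 were up-regulated and 18 down-regulated (16 and 18 adjusted over the list alone), with a median log2 fold change of -0.06. Adjusted p values from Fisher's exact test were 1 for the up-regulated and 0.816 for the down-regulated set. Among the 47 genes of cell wall hydrolysis, 11 were up-regulated and 9 down-regulated (11 and 9 adjusted over the list alone).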

In *A. nidulans*, little is known on metallothioneins (Cys-moiety rich, low molecular weight proteins); however, they can be potentially important to detoxify heavy metals including cadmium [46,49]. Out of the genes encoding proteins with more than 10% Cys content, only two genes (AN7290 and AN11757) showed up-regulation (Table S5). Moreover, “Cys rich protein” genes including *crdA*, encoding a putative metallothionein of *A. nidulans* [46], were enriched in the down-regulated gene set (Table S5). Consequently, bulk up-regulation of metallothionein genes is not an important element of cadmium-induced stress response in *A. nidulans*. 

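AN7290, whose orthologs act in mRNA splicing, rose with CdCl_2_ in THS30 by a log2 fold change of 0.48 ± 0.11 (standard error, n = 3 per group), and AN11757, of unknown function, by 0.50 ± 0.10. The replicate ranges of treated and untreated libraries did not overlap for either gene.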

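The putative metallothionein gene *crdA* (AN7011) fell from 348 ± 52.2 to 20.1 ± 8.68 CPM (SD, n = 3 per group), a log2 fold change of -4.12 ± 0.25 (standard error), the largest fall among the separated genes of at least 10 CPM in this comparison. AN11288, of unknown function, fell by 1.16 ± 0.22 on the log2 scale. Among 17 genes of Cys rich proteins, 2 were up-regulated and 7 down-regulated (2 and 8 adjusted over the list alone). The down-regulated set had adjusted p = 0.23 in Fisher's exact test against the genes that passed the filter and 0.105 against all genes of the deposited table. Camera gave adjusted p = 0.827 with an estimated correlation.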

“Glyoxylate pathway” genes, similarly to other genes involved in mitochondrial processes like TCA cycle and respiration, were down-regulated by cadmium treatment, therefore—in contrast to *A. foetidus* [6]—complexation of Cd^2+^ with secreted oxalate is unlikely to contribute substantially to the reduction of Cd^2+^ toxicity (Table 3 and Table S5) under the studied culturing conditions. 

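The aconitase gene *acoA* (AN5525) fell with CdCl_2_ in THS30, at a log2 fold change of -2.34 ± 0.19 (standard error, n = 3 per group), the formate dehydrogenase gene *aciA* (AN6525) at -1.68 ± 0.13, the methylcitrate synthase gene *mcsA* (AN6650) at -1.45 ± 0.15 and the citrate synthase gene *citA* (AN8275) at -0.50 ± 0.10. For the isocitrate lyase gene *acuD* (AN5634), the entry step of the pathway, the value was -0.52 ± 0.21, and it was past the test without THS30 CdCl_2_-treated replicate 3, THS30 untreated replicate 1 or TNJ92 untreated replicate 3, with DESeq2 or with a replicate block (log2 fold change -0.72 to -0.51). Of 9 genes tested, 0 were up-regulated and 7 down-regulated (0 and 8 adjusted over the list alone), with a median log2 fold change of -0.80. For the down-regulated set, Fisher's exact test gave adjusted p = 0.00646 and camera adjusted p = 0.432 with an estimated correlation. The enrichment was not past the test without THS30 CdCl_2_-treated replicate 1 (adjusted p 0.101). From the fall of this pathway, the paper reasons that binding of Cd2+ by secreted oxalate is unlikely to add much to the protection of the cells.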

Sulfur metabolism was significantly affected by the stress treatment (Table 3 and Table S5, Figure 3). 

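The sulfate transporter gene *sB* (AN2730) rose with CdCl_2_ in THS30 by a log2 fold change of 2.21 ± 0.19 (standard error, n = 3 per group), and AN5019, which encodes a predicted homocysteine methyltransferase, rose from 2.32 ± 0.431 to 6.53 ± 1.54 CPM (SD). The ATP sulfurylase gene *sC* (AN4769) fell, at a log2 fold change of -1.11 ± 0.13 and the adenylyl phosphosulfate kinase gene *sD* (AN1194) at -0.75 ± 0.09, while the PAPS reductase gene *sA* (AN4770) rose by 0.53 ± 0.12. In the whole group of 53 genes, 18 were up-regulated and 13 down-regulated (18 and 13 adjusted over the list alone), with a median log2 fold change of 0.06. In Fisher's exact test, the adjusted p values were 0.318 for the up-regulated and 0.596 for the down-regulated set. Of 3 sulfate uptake genes, 3 were up-regulated and 0 down-regulated (3 and 0 adjusted over the list alone), and of 11 sulfate assimilation genes, 1 was up-regulated and 3 down-regulated (1 and 3 adjusted over the list alone). The count of down-regulated sulfate assimilation genes was 6 without THS30 CdCl_2_-treated replicate 3, and that of up-regulated ones 2 with library totals.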

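The cystathionine γ-lyase gene *mecB* (AN1446) rose with CdCl_2_ in THS30 by a log2 fold change of 0.41 ± 0.10 (standard error, n = 3 per group), the homocysteine synthase gene *cysD* (AN8277) by 0.66 ± 0.09 and AN2988, a γ-glutamylcyclotransferase ortholog that breaks down glutathione, by 0.83 ± 0.12. The glutathione hydrolase orthologs *dugC* (AN1092) and *dugB* (AN1879) rose by 0.51 ± 0.10 and 0.37 ± 0.08, and their partner *dugA* (AN3459) had -0.06 ± 0.08, which did not pass the test. The spermidine synthase gene *spdA* (AN0687) fell, at a log2 fold change of -0.78 ± 0.10, the S-adenosylmethionine decarboxylase gene AN8231 at -0.69 ± 0.10 and *mde1* (AN3593), a methylthioribulose phosphate dehydratase ortholog of methionine salvage, at -1.11 ± 0.12. The cysteine synthase gene *cysF* (AN1513) had -0.07 ± 0.12 and did not pass the test. Of 6 genes of glutathione degradation, 4 were up-regulated and 1 down-regulated (4 and 1 adjusted over the list alone) (one-sided Fisher's exact test, adjusted p = 0.0899), and of 25 genes of Cys and Met synthesis, 7 were up-regulated and 8 down-regulated (7 and 8 adjusted over the list alone).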

Surprisingly, according to the observed transcriptional changes, cells increased Cys availability by up-regulating the transsulfuration pathway, GSH degradation, and Cys biosynthesis, and down-regulated the usage of Met via Met cycle and Met salvage pathway (one carbon transfer processes) (Table S5, Figure 3). Consistent with this, specific Cys synthase activities were also significantly increased by the CdCl_2_ treatment (Table 1). Rearrangement (both up-regulation and down-regulation) of folate cycle genes was also observed (Table 3 and Table S5, Figure 3).

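AN0495, with a predicted formyltetrahydrofolate deformylase domain, rose with CdCl_2_ in THS30 by a log2 fold change of 1.56 ± 0.14 (standard error, n = 3 per group), and the thymidylate synthase gene AN7028 by 0.52 ± 0.10. In the other direction, the aminomethyltransferase gene AN1198 fell, at a log2 fold change of -2.03 ± 0.15 and AN2998, a multifunctional enzyme gene of one-carbon metabolism, at -1.24 ± 0.09. Of the 12 "Folate cycle" genes, 6 were up-regulated and 5 down-regulated (6 and 6 adjusted over the list alone). Adjusted p values were 0.318 for the up-regulated and 0.348 for the down-regulated set in Fisher's exact test, and camera gave adjusted p = 0.849 with an estimated correlation. The number of up-regulated genes was 3 without THS30 CdCl_2_-treated replicate 2 or THS30 untreated replicate 2, and that of down-regulated genes 3 without THS30 CdCl_2_-treated replicate 1 or with library totals.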

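The mean level of AN7729 in THS30 was 110 ± 7.01 CPM in untreated and 181 ± 23 CPM in CdCl_2_-treated cultures (SD, n = 3 per group), with an adjusted p of 5.27e-05 from edgeR, and each treated library lay above each untreated one. *hmt1* (AN4517), annotated with phytochelatin transporter activity, had a log2 fold change of -0.09 ± 0.09 (standard error, adjusted p = 0.423, edgeR), from 252 ± 8.87 to 237 ± 19.2 CPM. In TNJ92 the log2 fold changes were 1.06 ± 0.11 for AN7729 and -0.16 ± 0.09 for *hmt1*.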

Although AN7729 (ortholog of *Saccharomyces cerevisiae ycf1* [50] and AN4517 (ortholog of *Schizosaccharomyces pombe hmt1* [51] are both transmembrane transporter genes putatively involved in the transportation of bis(glutathionato)-cadmium complex into the vacuole, only the former was up-regulated (Tables S3 and S5).

Enrichment of “Fe-S cluster binding protein” genes within the down-regulated gene set as well as the enrichment of proteosomal degradation and autophagy genes within the up-regulated gene set were also observed (Table 3 and Table S5).

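Among Fe-S proteins, the methylcitrate dehydratase gene *mcdB* (AN6639) fell with CdCl_2_ in THS30, at a log2 fold change of -1.37 ± 0.12 (standard error, n = 3 per group), the homoaconitase gene *lysF* (AN6521) at -0.87 ± 0.12 and the mitochondrial oxidoreductase gene *aifA* (AN9103) at -1.19 ± 0.09. AN11251, with a predicted NADH dehydrogenase domain, rose by 3.03 ± 0.32 and AN7567, a glutaredoxin ortholog, by 1.21 ± 0.12. Of 44 genes, 8 were up-regulated and 17 down-regulated (9 and 17 adjusted over the list alone), with adjusted p = 0.037 for the down-regulated set in Fisher's exact test and adjusted p = 0.552 with an estimated correlation in camera. In the "Autophagy" group, *atg11* (AN2887) and AN2076, orthologs of genes for the autophagy of mitochondria, rose by 0.65 ± 0.11 and 0.61 ± 0.12, and *atgH* (AN5131), the ubiquitin-like tag of the phagophore, by 0.59 ± 0.09. Of 26 genes, 9 were up-regulated and 2 down-regulated (9 and 2 adjusted over the list alone). The up-regulated set had adjusted p = 0.563 in Fisher's exact test against the genes that passed the filter and 0.2 against all genes of the deposited table. Camera gave adjusted p = 0.849 with an estimated correlation. Proteasome gene sets were not analysed here.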

Regarding the two most important ROS producing cell organelles, mitochondrium and endoplasmic reticulum (ER), biochemical processes localized to mithochondria (e.g., TCA cycle, glyoxylate pathway, and respiration) were down-regulated (Table 2 and Table S4). In contrast, cadmium stress up-regulated the unfolded stress response together with the “ER to Golgi vesicle transport” genes but down-regulated the “Squalene-ergosterol pathway” genes (Table 2, Table 3 and Table S5). 

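The calnexin gene *clxA* (AN3592) rose with CdCl_2_ in THS30 by a log2 fold change of 1.35 ± 0.11 (standard error, n = 3 per group), the protein disulfide isomerase genes *pdiA* (AN7436) and *tigA* (AN0075) by 1.00 ± 0.10 and 0.51 ± 0.09 and the ER chaperone gene *bipA* (AN2062) by 0.68 ± 0.12. The unfolded protein response regulator gene *hacA* (AN9397) had 0.31 ± 0.10 and was not past the test without THS30 CdCl_2_-treated replicate 3 or THS30 untreated replicate 1 (log2 fold change 0.21 to 0.26). Of 8 genes of ER folding, listed before the counts were read, 6 were up-regulated and 0 down-regulated (6 and 0 adjusted over the list alone). The values of Tables S3 and S5 were known then, and the study reports this rise on the same samples, so the list gives no independent evidence. Fisher's exact test gave adjusted p = 0.0187 and camera adjusted p = 0.16 with an estimated correlation, and the enrichment was not past the test without THS30 CdCl_2_-treated replicate 3 or THS30 untreated replicate 1 or with library totals (adjusted p 0.0804 to 0.1). The COPII coat genes *sec23* (AN0261) and *sec13* (AN4317) rose by 0.78 ± 0.10 and 0.63 ± 0.08, while AN2222, a GTPase activator ortholog, fell by 0.62 ± 0.11. Over 42 genes of ER to Golgi transport, 14 were up-regulated and 6 down-regulated (14 and 6 adjusted over the list alone). The up-regulated set had adjusted p = 0.456 in Fisher's exact test, 0.103 against all genes of the deposited table, and adjusted p = 0.849 with an estimated correlation in camera.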

The importance of ER in cadmium stress response as well as the up-regulation of unfolded stress response under cadmium stress was also demonstrated in *S. cerevisiae* [52].

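The peroxidase domain gene AN7924 rose with CdCl_2_ in THS30 by a log2 fold change of 1.04 ± 0.17 (standard error, n = 3 per group). The peroxiredoxin domain gene AN4023 fell by 1.07 ± 0.14 on the log2 scale, and the thioredoxin reductase gene *trxB* (AN8218) had 0.05 ± 0.14, which did not pass the test. Of 35 genes of antioxidative enzymes, 7 were up-regulated and 9 down-regulated (8 and 10 adjusted over the list alone). Neither set was enriched, with adjusted p values of 1 and 0.596 from Fisher's exact test. The number of up-regulated genes was 3 to 4 without THS30 CdCl_2_-treated replicate 2 or THS30 untreated replicate 2.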

Interestingly the oxidative stress induced by CdCl_2_ treatment (Figure 1B) was not accompanied by bulk up-regulation of genes encoding antioxidative enzymes (Table 3 and Table S5). Some genes (e.g., *sodB*, manganese-superoxide dismutase [53]; *ccp1*, putative cytochrome c peroxidase [54]; *catB* and *catC*, catalases [55]) were up-regulated, while others (e.g., *trxA*, thioredoxin [56]; *gpxA*, putative glutathione peroxidase [54]; *cpeA*, putative catalase-peroxidase [54,55]) were down-regulated (Table S5). These transcriptional changes were accompanied with increased specific SOD activities (Table 1). In contrast, specific catalase activities remained unchanged (Table 1), which can be explained with multiple, differentially regulated catalase genes [55] affecting catalase activities [55]. 

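The catalase-peroxidase gene *cpeA* (AN7388) fell by 1.52 ± 0.14 on the log2 scale (standard error, n = 3 per group). The catalase gene *catC* (AN5918) rose by 0.41 ± 0.12, but was not past the test without THS30 CdCl_2_-treated replicate 2 (log2 fold change 0.34). The hyphal catalase gene *catB* (AN9339) had 0.32 ± 0.11 and was not past the test without THS30 CdCl_2_-treated replicate 2 or 3 or THS30 untreated replicate 1 or 2 or with no filter on low counts (log2 fold change 0.24 to 0.31). The cytochrome c peroxidase gene *ccp1* (AN10220) had 0.51 ± 0.18 and was not past the test without THS30 CdCl_2_-treated replicate 1, 2 or 3, THS30 untreated replicate 1 or 2 or TNJ92 CdCl_2_-treated replicate 1, 2 or 3 or with no filter on low counts (log2 fold change 0.41 to 0.51). The thioredoxin gene *trxA* (AN0170) had -0.35 ± 0.11 and was not past the test without THS30 CdCl_2_-treated replicate 1 or 2 or THS30 untreated replicate 2 or with library totals (log2 fold change -0.34 to -0.23). Adjusted p values from edgeR were 0.0564 for the superoxide dismutase gene *sodB* (AN5577) at 0.20 ± 0.08, and 0.0672 for the glutathione peroxidase gene *gpxA* (AN2846) at -0.21 ± 0.09. The former was past the test with DESeq2 or with library totals (log2 fold change 0.18 to 0.33) and the latter past the test without TNJ92 untreated replicate 3, with RLE normalization, with no filter on low counts or with DESeq2 (log2 fold change -0.25 to -0.21).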

Similar behavior of the “Antioxidative enzyme” genes (i.e., stress-dependent remodeling of their activity) was observed under oxidative stress induced by carbon starvation earlier [57,58].

Cd^2+^ can substitute Zn^2+^ in proteins, and elevated intracellular Zn^2+^ content can protect against it [59,60]. 

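*zrfB* (AN3799) and *zrfC* (AN1833), orthologs of zinc transporters, fell with CdCl_2_ in THS30, at log2 fold changes of -1.80 ± 0.23 and -2.22 ± 0.18 (standard error, n = 3 per group). The level of *zrfB* went from 47.3 ± 6.99 to 13.6 ± 4.4 CPM (SD). *zrfA* (AN8337), an ortholog of a high-affinity transporter, had -0.54 ± 0.21 and was not past the test without THS30 CdCl_2_-treated replicate 1 or 2, THS30 untreated replicate 2 or 3, TNJ92 CdCl_2_-treated replicate 2 or TNJ92 untreated replicate 2, with DESeq2, with only the 2 groups compared or with library totals (log2 fold change -0.61 to -0.38). Of 7 transporter genes, 0 were up-regulated and 5 down-regulated (0 and 6 adjusted over the list alone), with adjusted p = 0.037 for the down-regulated set in Fisher's exact test and adjusted p = 0.432 with an estimated correlation in camera. The number of down-regulated genes was 3 without THS30 CdCl_2_-treated replicate 1 or THS30 untreated replicate 2 or 3 or with library totals. The enrichment was not past the test without THS30 CdCl_2_-treated replicate 1 or 2, THS30 untreated replicate 2 or 3, TNJ92 CdCl_2_-treated replicate 2 or TNJ92 untreated replicate 2 or 3, with DESeq2, with only the 2 groups compared, with a replicate block or with library totals (adjusted p 0.0529 to 0.482).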

Interestingly, Zn^2+^ transporters showed down-regulation (Table 3 and Table S5) in our experiments. The down-regulated transport can be the consequence of reduced zinc usage caused by decreased growth (Figure 1A) under cadmium stress. It is also possible that Cd^2+^ enters the cells via Zn^2+^ transporters, therefore down-regulation of these transporters can be important to reduce the infiltration of Cd^2+^ into the cells.

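*rad14* (AN3784), an ortholog of a damaged DNA binding protein of nucleotide excision repair, rose with CdCl_2_ in THS30 by a log2 fold change of 1.04 ± 0.16 (standard error, n = 3 per group), and AN3890, annotated to mismatch and nucleotide excision repair, by 0.50 ± 0.11. *cshA* (AN7103), similar to the Cockayne syndrome repair protein, rose by 0.30 ± 0.08. The mismatch repair gene AN1564 rose by 1.09 ± 0.21, while the replication gene *psf2* (AN5901) fell, at a log2 fold change of -0.57 ± 0.13 and AN5114, a ribonuclease H ortholog, at -0.49 ± 0.12. Of 27 excision repair genes, 9 were up-regulated and 2 down-regulated (9 and 2 adjusted over the list alone). The up-regulated set had adjusted p = 0.571 in Fisher's exact test, 0.21 against all genes of the deposited table, and adjusted p = 0.849 with an estimated correlation in camera. The numbers were 4 to 5 without THS30 CdCl_2_-treated replicate 1 or 2 or THS30 untreated replicate 3 for up-regulated and 1 without THS30 CdCl_2_-treated replicate 1 or 2 or THS30 untreated replicate 1 or 2 or with library totals for down-regulated genes. Over all 82 DNA repair genes, 19 were up-regulated and 13 down-regulated (19 and 13 adjusted over the list alone), and the numbers were 10 to 29 without THS30 CdCl_2_-treated replicate 2 or THS30 untreated replicate 2 or 3 or with library totals for up-regulated and 8 without THS30 untreated replicate 2 or with library totals for down-regulated genes.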

“Excision repair” genes showed significant enrichment within the up-regulated gene set (Table 3 and Table S5) and some other “DNA repair” genes were also up-regulated (Table 3 and Table S5), which is in line with the genotoxicity of Cd^2+^ [61].

In contrast to oxidative, osmotic or carbon starvation stress [23,58] the applied cadmium stress had minor effect on the transcription of “Secondary metabolite cluster” genes (Table 3 and Table S5). 

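AN0529, a member of a predicted cluster, rose with CdCl_2_ in THS30 by a log2 fold change of 3.74 ± 0.41 (standard error, n = 3 per group), while the monodictyphenone cluster regulator gene *mdpA* (AN10021) fell, at a log2 fold change of -1.33 ± 0.22 and the ferricrocin synthetase gene *sidC* (AN0607) at -1.46 ± 0.12. Of the 452 listed genes, 277 passed the filter on low counts. Of these, 65 were up-regulated and 50 down-regulated (64 and 49 adjusted over the list alone), with adjusted p values of 0.948 and 0.988 from Fisher's exact test.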

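The inp cluster, which holds a non-ribosomal peptide synthetase gene, had 5 of 8 genes past the filter on low counts, which was set over the libraries of both strains. In THS30, 3 of these were up-regulated and 0 down-regulated (3 and 0 adjusted over the list alone), with a median log2 fold change of 2.54, and 5 were up-regulated without THS30 CdCl_2_-treated replicate 3. AN3491, a predicted transporter gene of this cluster, rose by 3.71 ± 0.26 (standard error, n = 3 per group). All 3 microperfuranone genes were down-regulated (3 adjusted over the list alone), with a median of -0.91, and of 6 genes of the AN1242 cluster, 0 were up-regulated and 4 down-regulated (0 and 4 adjusted over the list alone), with a median of -0.44. In the AN1242 cluster the number of up-regulated genes was 1 without THS30 untreated replicate 1, with a replicate block or with library totals. Fisher's exact tests over 52 clusters gave adjusted p values of 0.848 for the inp cluster among up-regulated genes, and of 0.515 for the microperfuranone and 0.569 for the AN1242 cluster among down-regulated genes. The study picked these clusters on the same samples.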

A few clusters, however, showed up-regulation (inp cluster) or down-regulation (microperfuranone cluster, AN1242 cluster) (Table 3 and Table S5).

### 3.4. At the Level of Regulated Gene Groups, Deletion of atfA Caused Only Minor Changes in the Stress Response Induced by CdCl_2_

Cadmium stress also down-regulated several processes involved in the fast vegetative growth in the TNJ92 *ΔatfA* mutant. These included TCA cycle, respiration, and sterol biosynthesis (Table 2, Table 3, Tables S4 and S5). Moreover, mitotic cell cycle genes, as well as DNA synthesis and replication genes, were also significantly enriched in the down-regulated gene set of the mutant (Table 2 and Table S4). In contrast to the THS30 reference strain, “Glycolysis” genes were not down-regulated and “Ribosome biogenesis” genes showed bulk down-regulation instead of remodeling (Table 3 and Table S5).

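The sterol genes *erg2* (AN0451) and *erg4* (AN10648) fell in TNJ92, at log2 fold changes of -1.05 ± 0.16 and -1.49 ± 0.12 (standard error, n = 3 per group), and the sterol demethylase gene *cyp51B* (AN8283) at -0.78 ± 0.10. The oxidoreductase gene *erg4A* (AN2684) of sterol metabolism rose by 0.81 ± 0.10. In this strain, 2 were up-regulated and 9 down-regulated (2 and 9 adjusted over the list alone) of 16 genes of the squalene-ergosterol pathway. The down-regulated set had adjusted p = 0.0875 in Fisher's exact test and camera gave adjusted p = 0.473 with an estimated correlation. The enrichment was past the test without TNJ92 untreated replicate 2, with no filter on low counts, with DESeq2 or with library totals (adjusted p 0.0429 to 0.0483). The number of up-regulated genes was 1 to 4 without THS30 CdCl_2_-treated replicate 2, THS30 untreated replicate 1, 2 or 3, TNJ92 CdCl_2_-treated replicate 2 or 3 or TNJ92 untreated replicate 2, with no filter on low counts, with DESeq2, with only the 2 groups compared or with library totals.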

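The hexokinase-like regulator gene *xprF* (AN2180) rose with CdCl_2_ in TNJ92 by a log2 fold change of 1.13 ± 0.10 (standard error, n = 3 per group) and the pyruvate decarboxylase gene *pdcB* (AN8396) by 1.02 ± 0.14, while the aldolase gene *fbaA* (AN2875) fell by 0.66 ± 0.11. Over 20 "Glycolysis" genes, 7 were up-regulated and 3 down-regulated (7 and 3 adjusted over the list alone), with adjusted p values of 0.811 and 1 from Fisher's exact test. The number of down-regulated genes was 5 to 8 without THS30 CdCl_2_-treated replicate 3 or TNJ92 untreated replicate 3. AN2734, which encodes a structural protein of the large ribosomal subunit, fell, at a log2 fold change of -1.82 ± 0.14, *rpl3* (AN6202) at -1.78 ± 0.14 and *spb4* (AN3176), the rRNA helicase gene, at -0.58 ± 0.15. Over 185 "Ribosome biogenesis" genes, 10 were up-regulated and 135 down-regulated (10 and 135 adjusted over the list alone), with a median log2 fold change of -0.54. Fisher's exact test gave adjusted p = 7.42e-36 for the down-regulated set, and camera adjusted p = 0.473 with an estimated correlation. The number of up-regulated genes was 5 to 6 without TNJ92 CdCl_2_-treated replicate 2 or TNJ92 untreated replicate 3.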

The putative Cd^2+^ efflux pump gene, *crpA*, was up-regulated (Tables S3 and S5) and the *crdA* putative metallothionein gene was down-regulated (Table S5). 

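In TNJ92, *crpA* (AN3117) had a log2 fold change of 0.30 ± 0.12 (standard error, n = 3 per group), with an adjusted p of 0.0323 from edgeR, and was not past the test without TNJ92 CdCl_2_-treated replicate 3 or TNJ92 untreated replicate 2 or 3 or with only the 2 groups compared (log2 fold change 0.14 to 0.31). The difference between the strains' responses was -0.30 ± 0.16 (adjusted p = 0.189, edgeR), which was past the test without TNJ92 CdCl_2_-treated replicate 3 (log2 fold change -0.47). *crdA* (AN7011) fell by 4.09 ± 0.25 on the log2 scale, from 255 ± 26.3 to 15 ± 0.702 CPM (SD), and its responses in the strains differed by 0.03 ± 0.33, which did not pass the test (adjusted p = 0.954, edgeR).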

Cadmium stress did not substantially change the transcription of cell wall homeostasis genes (Table S5); however, cell wall biosynthesis genes were significantly enriched within the stress responsive gene set, suggesting some remodeling. 

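The transglycosidase genes *gelE* (AN7511) and *crhD* (AN3053) fell with CdCl_2_ in TNJ92, at log2 fold changes of -1.10 ± 0.11 and -0.98 ± 0.09 (standard error, n = 3 per group). The chitinase genes *chiA* (AN8241) and *chiB* (AN4871) rose by 0.52 ± 0.10 and 0.50 ± 0.11, and the sensor gene *wscB* (AN6927) by 0.87 ± 0.10. Of 35 cell wall biosynthesis genes, 11 were up-regulated and 12 down-regulated (13 and 13 adjusted over the list alone). Fisher's exact test gave adjusted p values of 0.811 and 0.683 for the up-regulated and the down-regulated set, and 0.599 and 0.339 against all genes of the deposited table. Camera gave adjusted p = 0.901 with an estimated correlation. Of 82 genes of the whole cell wall group, 31 were up-regulated and 21 down-regulated (34 and 24 adjusted over the list alone). Among the 47 hydrolysis genes, 20 were up-regulated and 9 down-regulated (21 and 11 adjusted over the list alone), and the number of down-regulated genes was 5 with library totals.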

In line with this, minor changes in the extracellular chitinase and *N*-acetyl-β-D-glucosaminidase but not in β-glucosidase activities were also recorded in the *ΔatfA* gene deletion mutant after CdCl_2_ treatment (Table 1). Interestingly, β-glucosidase activities were significantly higher in the cultures of the mutant strain than in the reference strain grown in either cadmium-treated or untreated cultures (Table 1).

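The cystathionine γ-lyase gene *mecB* (AN1446) rose with CdCl_2_ in TNJ92 by a log2 fold change of 1.14 ± 0.10 (standard error, n = 3 per group), AN2988 of glutathione degradation by 1.46 ± 0.11 and the O-acetyltransferase gene *metE* (AN2229) of Met synthesis by 1.03 ± 0.11. The sulfite reductase gene *sF* (AN1752) fell, at a log2 fold change of -1.57 ± 0.18 and the S-adenosylmethionine synthetase gene *sasA* (AN1222) at -0.54 ± 0.08. Of 53 genes of Cys, Met and GSH metabolism, 16 were up-regulated and 19 down-regulated (16 and 20 adjusted over the list alone). Adjusted p values from Fisher's exact test were 0.811 and 0.446. Among Fe-S proteins, *lysF* (AN6521) fell, at a log2 fold change of -1.87 ± 0.12, the glutamate synthase gene *gltA* (AN5134) at -1.42 ± 0.14 and the biotin synthase gene *bioB* (AN6643) at -0.68 ± 0.09. For 44 genes, 8 were up-regulated and 21 down-regulated (9 and 21 adjusted over the list alone), with adjusted p = 0.0289 for the down-regulated set and adjusted p = 0.473 with an estimated correlation in camera. *atgH* (AN5131) rose by 1.10 ± 0.09 and *atg26* (AN4601), a sterol glucosyltransferase ortholog, by 0.96 ± 0.10. Of 26 autophagy genes, 17 were up-regulated and 2 down-regulated (18 and 2 adjusted over the list alone), with adjusted p = 0.00237 for the up-regulated set and adjusted p = 0.473 with an estimated correlation in camera, and the number of down-regulated genes was 0 to 1 without TNJ92 CdCl_2_-treated replicate 1, 2 or 3 or TNJ92 untreated replicate 2 or 3 or with library totals. The interaction test passed for 7 autophagy genes, each with the higher response in TNJ92.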

In the case of sulfur metabolism genes (Table 3 and Table S5, Figure S3), “Fe-S cluster protein” genes, “Autophagy” genes, and proteosomal degradation genes, changes similar to those observed with the THS30 reference strain were detected in the TNJ92 *ΔatfA* mutant (Table 2, Table 3, Tables S4 and S5). Up-regulation of “Folate cycle” genes, however, was not observed in the mutant (Table 3 and Table S5, Figure S3). 

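AN0495 was the 1 "Folate cycle" gene up-regulated in TNJ92, by a log2 fold change of 2.17 ± 0.14 (standard error, n = 3 per group). AN7028 had 0.22 ± 0.10 and was past the test without THS30 CdCl_2_-treated replicate 3, with a replicate block or with library totals (log2 fold change 0.20 to 0.37), and AN5738, a methionyl-tRNA formyltransferase ortholog, had -0.17 ± 0.10, which did not pass the test. AN1198 and AN2998 fell, at log2 fold changes of -2.29 ± 0.15 and -1.83 ± 0.09. Of 12 genes, 1 was up-regulated and 6 down-regulated (1 and 6 adjusted over the list alone). The number of up-regulated genes was 2 without THS30 CdCl_2_-treated replicate 3, with a replicate block or with library totals. For the up-regulated set, Fisher's exact test gave adjusted p = 1. In the interaction test, 5 genes had a lower and 1 a higher response in TNJ92. The number of lower responses was 3 without THS30 CdCl_2_-treated replicate 2, THS30 untreated replicate 2 or 3, TNJ92 CdCl_2_-treated replicate 3 or TNJ92 untreated replicate 2 or with library totals, and that of higher ones 0 without THS30 untreated replicate 2 or 3, TNJ92 CdCl_2_-treated replicate 2 or TNJ92 untreated replicate 1.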

Importantly, the specific Cys synthase activities increased after cadmium treatment (Table 1).

Mitochondrium- and ER-related processes behaved similarly in the TNJ92 mutant and THS30 reference strain: In both strains, cadmium stress down-regulated mitochondrium-related processes like TCA cycle, glyoxylate pathway, and respiration (Table 2 and Table S4), and up-regulated genes in the “Protein processing in endoplasmic reticulum” and “ER to Golgi vesicle transport” groups but down-regulated “Squalene-ergosterol pathway” genes (Table 2, Table 3, Tables S4 and S5). 

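The glyoxylate pathway genes *acoA* (AN5525) and *mcsA* (AN6650) fell with CdCl_2_ in TNJ92, at log2 fold changes of -2.93 ± 0.19 and -1.63 ± 0.16 (standard error, n = 3 per group), while the isocitrate lyase gene *acuD* (AN5634) rose by 1.28 ± 0.22. The responses of *acuD* in the strains differed by 1.81 ± 0.30 (adjusted p = 0.000917, edgeR). For 9 genes, 2 were up-regulated and 7 down-regulated (2 and 7 adjusted over the list alone), with adjusted p = 0.0248 for the down-regulated set in Fisher's exact test and adjusted p = 0.473 with an estimated correlation in camera. The enrichment was not past the test without THS30 CdCl_2_-treated replicate 3, TNJ92 CdCl_2_-treated replicate 2 or 3 or TNJ92 untreated replicate 3, with no filter on low counts or with only the 2 groups compared (adjusted p 0.0577 to 0.205), and the number of up-regulated genes was 1 without TNJ92 untreated replicate 3. The ER folding genes *clxA* (AN3592), *pdiA* (AN7436) and *bipA* (AN2062) rose by 1.58 ± 0.11, 1.12 ± 0.10 and 0.86 ± 0.12. Of 8 listed genes, 6 were up-regulated and 0 down-regulated (6 and 0 adjusted over the list alone), with adjusted p = 0.0661 in Fisher's exact test and adjusted p = 0.369 with an estimated correlation in camera, and the enrichment was past the test without TNJ92 CdCl_2_-treated replicate 2 or TNJ92 untreated replicate 2 or with DESeq2 (adjusted p 0.034 to 0.0409). No gene of this list passed the interaction test in edgeR, and 1 did without TNJ92 CdCl_2_-treated replicate 2 or with a replicate block. *sec23* (AN0261) rose by 0.70 ± 0.10 and *sec13* (AN4317) by 0.40 ± 0.07, and over 42 ER to Golgi genes, 18 were up-regulated and 4 down-regulated (18 and 4 adjusted over the list alone), with adjusted p = 0.169 for the up-regulated set.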

Rearrangements in the transcription of “Antioxidative enzyme” genes were also found (Table 3 and Table S5): In the case of the *ΔatfA* mutant, the up-regulated genes included *sodA* [62] and *sodB* superoxide dismutases, *ccp1* putative cytochrome c peroxidase, and *catA* catalase [55], while the down-regulated genes included *trxA* thioredoxin and *trxB* thioredoxin reductase [56] (Table S5). Similarly to the reference strain, CdCl_2_ treatment increased the specific SOD but not the specific catalase activities (Table 1). 

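The superoxide dismutase gene *sodA* (AN0241) rose with CdCl_2_ in TNJ92 by a log2 fold change of 0.50 ± 0.09 (standard error, n = 3 per group) and the cytochrome c peroxidase gene *ccp1* (AN10220) by 0.89 ± 0.18. The thioredoxin reductase gene *trxB* (AN8218) fell by 0.73 ± 0.14 on the log2 scale, and its responses in the strains differed by -0.79 ± 0.20 (adjusted p = 0.00815, edgeR). *sodB* (AN5577) had 0.19 ± 0.08 and was past the test without TNJ92 untreated replicate 2, with DESeq2 or with library totals (log2 fold change 0.18 to 0.33). The conidial catalase gene *catA* (AN8637) had 1.68 ± 0.83, with an adjusted p of 0.0961 from edgeR, and was past the test without THS30 CdCl_2_-treated replicate 3 or TNJ92 untreated replicate 3, with DESeq2 or with a replicate block (log2 fold change 1.66 to 3.14). The thioredoxin gene *trxA* (AN0170) had -0.24 ± 0.11, with an adjusted p of 0.0734, and was past the test without THS30 CdCl_2_-treated replicate 3, TNJ92 CdCl_2_-treated replicate 3 or TNJ92 untreated replicate 1, with DESeq2 or with a replicate block (log2 fold change -0.33 to -0.24). Of 35 genes, 9 were up-regulated and 6 down-regulated (9 and 5 adjusted over the list alone), and the number of up-regulated genes was 16 with library totals.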

Consistent with the transcriptional values of most catalase genes (Table S5), the specific catalase activities were significantly lower in the AtfA-mutant than in the reference strain (Table 1).

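In untreated cultures, *catA* (AN8637), *cpeA* (AN7388) and *catB* (AN9339) were lower in TNJ92 than in THS30, with log2 fold changes of -7.68 ± 0.41, -3.16 ± 0.15 and -1.94 ± 0.12 (standard error, n = 3 per group). With CdCl_2_ the differences were -5.14 ± 0.35, -1.78 ± 0.16 and -2.29 ± 0.12. *catC* (AN5918), by contrast, was higher in TNJ92 by 1.71 ± 0.11 without and 1.49 ± 0.11 with CdCl_2_. Of 5 catalase genes, 4 were lower and 1 higher in untreated TNJ92 (4 and 1 adjusted over the list alone), and 3 lower and 1 higher with CdCl_2_ (3 and 1). The lower sets had adjusted p = 0.102 and 0.293 in Fisher's exact test. The paper states that the lower catalase activity of the mutant goes with the transcript values of most catalase genes.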

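In TNJ92, *zrfC* (AN1833) fell, at a log2 fold change of -2.57 ± 0.16 and *zrfB* (AN3799) at -1.93 ± 0.22 on the log2 scale (standard error, n = 3 per group), and *zrfD* (AN10468) at -0.72 ± 0.12. For *zrfA* (AN8337) the value was 0.27 ± 0.20 and did not pass the test. For 7 transporter genes of zinc, 0 were up-regulated and 6 down-regulated (0 and 6 adjusted over the list alone), with adjusted p = 0.0248 for the down-regulated set in Fisher's exact test and adjusted p = 0.473 with an estimated correlation in camera. The enrichment was not past the test without TNJ92 CdCl_2_-treated replicate 2 or 3 or TNJ92 untreated replicate 1 or with library totals (adjusted p 0.0794 to 0.179).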

Zn^2+^ transporter genes also showed down-regulation in the TNJ92 mutant (Table 3 and Table S5). Interestingly, unlike in THS30, “DNA repair” genes were down-regulated and even the “Excision repair” genes did not show significant enrichment in the up-regulated gene set (Table 3 and Table S5).

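The replication gene *psf2* (AN5901) fell with CdCl_2_ in TNJ92, at a log2 fold change of -0.74 ± 0.12 (standard error, n = 3 per group), AN6682, an oxidized purine glycosylase ortholog, at -0.76 ± 0.13 and AN4587, a methylated-DNA methyltransferase ortholog, at -1.18 ± 0.17. *rad14* (AN3784) and AN3890 rose by 0.87 ± 0.15 and 0.95 ± 0.12. Of 82 "DNA repair" genes, 15 were up-regulated and 30 down-regulated (15 and 30 adjusted over the list alone), and of 27 "Excision repair" genes, 7 were up-regulated and 9 down-regulated (7 and 9 adjusted over the list alone). The down-regulated set had adjusted p = 0.258 in Fisher's exact test, 0.023 against all genes of the deposited table, and adjusted p = 0.901 with an estimated correlation in camera. Excision repair had adjusted p = 1 for the up-regulated set. In the interaction test, 14 repair genes had a lower and 3 a higher response in TNJ92. The number of lower responses was 6 to 9 without THS30 CdCl_2_-treated replicate 2, THS30 untreated replicate 3 or TNJ92 CdCl_2_-treated replicate 2 or 3, and that of higher ones 5 with a replicate block.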

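With CdCl_2_, *hk-8-2* (AN4113), a histidine kinase gene, rose in TNJ92 by a log2 fold change of 0.96 ± 0.11 (standard error, n = 3 per group) and fell in THS30 at -0.54 ± 0.10, and the responses differed by 1.51 ± 0.15 (adjusted p = 2.98e-06, edgeR). *hk-8-1* (AN2581) rose by 0.91 ± 0.12 in TNJ92, with a difference between the responses of 1.72 ± 0.16 (adjusted p = 1.97e-06). *hk-8-7* (AN9048) rose in both strains, by 0.48 ± 0.13 in THS30 and 1.43 ± 0.13 in TNJ92. Over 20 genes of the phosphorelay group, 10 were up-regulated and 1 down-regulated (10 and 1 adjusted over the list alone) in TNJ92, with adjusted p = 0.169 for the up-regulated set in Fisher's exact test, 0.0366 in camera with a correlation of 0.01 and adjusted p = 0.656 with an estimated correlation. The number of down-regulated genes was 0 to 2 without TNJ92 CdCl_2_-treated replicate 1 or 3 or TNJ92 untreated replicate 1 or 2 or with library totals. In THS30, 2 were up-regulated and 6 down-regulated (2 and 6 adjusted over the list alone). The interaction test passed for 11 genes (13 adjusted over the list alone), each with the higher response in TNJ92.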

Bulk up-regulation of “Phosphorelay response regulator” genes was observed only in the *ΔatfA* mutant (Table 3 and Table S5).

Cadmium stress caused only minor changes in the transcription of secondary metabolism genes: Up-regulation of the inp, AN7884 and AN7084 clusters as well as down-regulation of the microperfuranone cluster were observed (Table 3 and Table S5).

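The non-ribosomal peptide synthetase gene *inpB* (AN3496) of the inp cluster rose with CdCl_2_ in TNJ92 by a log2 fold change of 3.58 ± 0.42 (standard error, n = 3 per group), with a difference of 2.79 ± 0.60 between the responses of the strains (adjusted p = 0.00256, edgeR). All 5 inp genes past the filter were up-regulated (5 adjusted over the list alone), with a median log2 fold change of 3.97. Of 9 genes of the AN7884 cluster, 7 were up-regulated and 1 down-regulated (7 and 1 adjusted over the list alone), and of 8 genes of the AN7084 cluster, 6 were up-regulated and 0 down-regulated (6 and 0 adjusted over the list alone). All 3 microperfuranone genes were down-regulated (3 adjusted over the list alone). Fisher's exact tests over the clusters gave adjusted p values of 0.077 for the inp, 0.077 for the AN7884 and 0.143 for the AN7084 cluster among up-regulated genes and 1 for the microperfuranone cluster among down-regulated genes. With any 1 of the 12 libraries left out, the filter on low counts, set anew, kept 6 inp genes, all of them up-regulated, and the adjusted p was 0.0139 to 0.0269. The filter keeps a gene with enough reads in 1 group only, so genes high in CdCl_2_-treated TNJ92 can pass it through that group. With no filter, 6 of 8 inp genes were up-regulated, and with DESeq2 also 6. The enrichment was not past the test in these 2 settings. The number of down-regulated AN7884 genes was 0 to 2 with no filter on low counts, with DESeq2 or with library totals. These clusters were picked by the study on the same samples. Over all 277 secondary metabolite genes past the filter, 103 were up-regulated and 36 down-regulated (101 and 36 adjusted over the list alone), with adjusted p = 0.00937 for the up-regulated set and adjusted p = 0.473 with an estimated correlation in camera. This enrichment was not past the test without THS30 untreated replicate 3, TNJ92 CdCl_2_-treated replicate 2 or 3 or TNJ92 untreated replicate 1, with no filter on low counts or with DESeq2 (adjusted p 0.051 to 0.774). The number of down-regulated genes was 23 with library totals.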

### 3.5. Background of the Differences Observed between the Stress Responses of the Two Strains 

In order to understand the nature of the differences between the CdCl_2_ stress responses of the TNJ92 *ΔatfA* mutant and the THS30 reference strain, we investigated the behavior of individual genes in selected gene groups.

#### 3.5.1. Diverging Gene Sets Regulate Same Biological Processes under Cadmium Stress

During cadmium stress, the transcriptional changes of the “Cys, Met, and GSH metabolism” genes suggested a very similar conclusion, i.e., cells tried to increase Cys availability, in both strains (Figure 3 and Figure S3, Table S5). 

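The methionine transporter ortholog AN1631 rose with CdCl_2_ in THS30 by a log2 fold change of 0.82 ± 0.18 (standard error, n = 3 per group) and had -0.50 ± 0.16 in TNJ92, where it was not past the test without TNJ92 untreated replicate 2 or with library totals (log2 fold change -0.38 to -0.35). Its responses in the strains differed by -1.32 ± 0.24 (adjusted p = 0.000694, edgeR). The sulfate transporter gene *sB* (AN2730) rose in TNJ92 by 1.35 ± 0.17, and *metE* (AN2229) had 0.09 ± 0.11 in THS30, which did not pass the test. Of 43 genes of this group changed by CdCl_2_ in either strain, 21, or 48.8%, were called in the same direction in both. Another 20 were called in 1 strain only, of which 8 passed the interaction test, and 2 in opposite directions.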

The overlap between the stress responsive genes of the two strains in this gene group, however, was only 49% (21 out of 43) (Figure 4). Similarly, the “ER to Golgi vesicle-mediated transport” genes were significantly enriched in the up-regulated gene set in both strains (Table 3 and Table S5), yet their overlap was only 45% (10 out of 22) (Figure S4). 

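AN4495, annotated to this transport, fell with CdCl_2_ in THS30, at a log2 fold change of -0.52 ± 0.14 (standard error, n = 3 per group) and in TNJ92 at -0.91 ± 0.14, while AN2222 fell in TNJ92 at -0.95 ± 0.11. Of the "ER to Golgi vesicle-mediated transport" genes, 3 were up-regulated in THS30 only, 11 in both strains and 7 in TNJ92 only. Counting both directions, 14 of 28 changed genes, or 50.0%, went the same way in both strains. Of the 14 genes called in 1 strain only, 2 passed the interaction test.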

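The α-1,3-glucan synthase gene *agsA* (AN5885) had a log2 fold change of 0.92 ± 0.31 in THS30 and -1.14 ± 0.34 in TNJ92 with CdCl_2_ (standard error, n = 3 per group). It was not past the test without THS30 CdCl_2_-treated replicate 1, 2 or 3 or THS30 untreated replicate 2 or 3 or with no filter on low counts (log2 fold change 0.78 to 0.98) in THS30 and not past the test with only the 2 groups compared (log2 fold change -1.15) in TNJ92. The difference between its responses, -2.06 ± 0.46, had an adjusted p of 0.00572 (edgeR). AN1852 had -0.04 ± 0.35 in TNJ92, which did not pass the test, and a difference of 1.51 ± 0.40 (adjusted p = 0.0108). Of 63 cell wall genes changed in either strain, 22, or 34.9%, were called in the same direction in both, and 40 in 1 strain only, of which 13 passed the interaction test.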

Even in the case of the “Cell wall biosynthesis and degradation” genes where bulk up-regulations or down-regulations were not observed in either strain (Table S5), the overlap between the stress responsive genes of the *ΔatfA* mutant and the reference strain was only 39% (24 out of 61) (Figure S5). These data suggest that the two strains initiated similar physiological changes under cadmium stress but they did it with partly different gene sets. It concurs with our previous observations when the effects of two different stressors were investigated on the same strain: We found that both menadione and diamide inhibited the growth of *A. nidulans* THS30 and down-regulated several “Ribosome biogenesis” genes (36 and 30 genes for menadione and diamide stress treatment, respectively), but the overlap (1 gene) was negligible [24].

#### 3.5.2. Differences between the Transcriptomes of Untreated Cultures Led to Different Stress Responses

In the THS30 reference strain, the “Ribosome biogenesis” genes were significantly enriched in both the up-regulated and the down-regulated gene sets, in the TNJ92 *ΔatfA* mutant, however, only in the down-regulated gene set (Table 3 and Table S5). 

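The responses of *spb4* (AN3176) differed between the strains at -1.72 ± 0.23 on the log2 scale (standard error, adjusted p = 4.24e-05, edgeR), and those of AN6200, which had -1.12 ± 0.12 in TNJ92, at -1.61 ± 0.17 (adjusted p = 4.68e-06). For *rpl3* (AN6202), down-regulated in both strains, the difference was -1.12 ± 0.19. In the interaction test, 149 of 185 "Ribosome biogenesis" genes had a lower and 1 a higher response in TNJ92 (156 and 1 adjusted over the list alone), with a median difference of -0.89. For the lower responses, Fisher's exact test gave adjusted p = 9.97e-96, and camera adjusted p = 0.418 with an estimated correlation. The number of higher responses was 2 without THS30 untreated replicate 2.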

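AN2734, a structural protein gene of the large subunit, fell with CdCl_2_ in THS30, at a log2 fold change of -0.55 ± 0.13 (standard error, n = 3 per group), and AN6310, an ATPase ortholog of rRNA processing, had 0.12 ± 0.10 in THS30, which did not pass the test, and fell in TNJ92 at -0.99 ± 0.10. Of the genes annotated to the making of ribosomes, 76 were up-regulated in THS30 only, 9 in both strains and 1 in TNJ92 only, and 1 were down-regulated in THS30 only, 45 in both and 90 in TNJ92 only. Of these genes, 49 rose in THS30 and fell in TNJ92. Of 173 genes changed in either strain, 149 passed the interaction test.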

As Figure 5A shows, 72 and 1 genes were up-regulated exclusively in the reference strain and the *ΔatfA* mutant, respectively, while the numbers of exclusively down-regulated genes were 2 and 89.

This difference between the strains may reflect the difference between the two untreated cultures: Before stress treatment, 168 genes showed higher and only 1 lower transcription value in the mutant than in the reference strain. 

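In untreated cultures, *spb4* (AN3176) was higher in TNJ92 than in THS30 by a log2 fold change of 1.15 ± 0.16 (standard error, n = 3 per group), AN6200 by 0.73 ± 0.12 and *rpl3* (AN6202) by 0.87 ± 0.14. AN6265, annotated to the cleavage of the rRNA precursor, was higher by 1.57 ± 0.20 and the exoribonuclease ortholog AN10348 by 1.02 ± 0.12. Of 185 "Ribosome biogenesis" genes, 167 were higher and 1 lower in untreated TNJ92 (168 and 2 adjusted over the list alone), with a median of 0.83. The higher set had adjusted p = 1.48e-61 in Fisher's exact test, and camera adjusted p = 0.484 with an estimated correlation. The number of lower genes was 0 to 2 without THS30 CdCl_2_-treated replicate 3 or TNJ92 untreated replicate 1, 2 or 3 or with only the 2 groups compared. The paper proposes that the difference between the responses of the strains goes back to this difference between the untreated cultures.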

After stress treatment, only 34 genes had higher and 43 had lower transcription activity in the *atfA* gene deletion mutant than in the reference strain (Figure 5B). 

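With CdCl_2_, *spb4* (AN3176) was lower in TNJ92 than in THS30 at -0.57 ± 0.16 on the log2 scale (standard error, n = 3 per group) and AN6200 at -0.88 ± 0.12, whereas AN10348 was higher by 1.15 ± 0.12. For AN2734 the value was -0.10 ± 0.13, which did not pass the test. Of the 185 genes, 33 were higher and 45 lower in CdCl_2_-treated TNJ92 (30 and 39 adjusted over the list alone), with a median of -0.05. Of the genes higher in untreated TNJ92, 31 were also higher in the treated cultures and 36 were lower there.

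**Figure D2:**
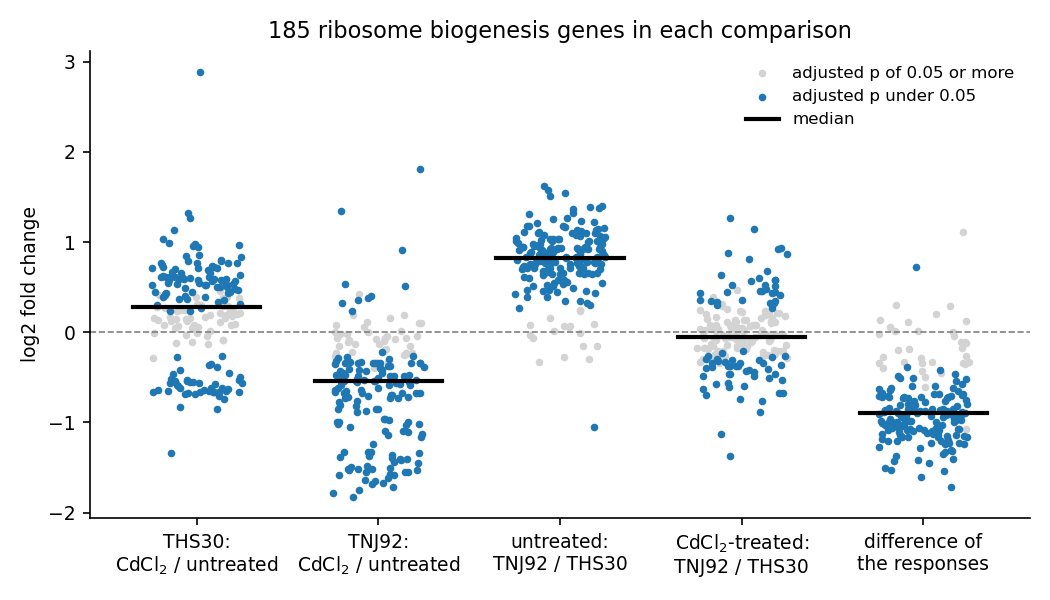
Log2 fold changes of 185 ribosome biogenesis genes (vertical axis) in the 4 comparisons and the difference of the responses. Each point is a gene, blue at an adjusted p under 0.05, and black lines are medians, which lie at 0.83 between the untreated and at -0.05 between the CdCl_2_-treated strains.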

The divergent response found in the two strains may be the consequence of both strains aiming to set similar transcription profile of the “Ribosome biogenesis” genes under stress but they started from very different transcription levels (Figure 5; Table S5). 

The behavior of “Folate cycle” genes can also be explained in a similar manner. 

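AN5738, an ortholog of mitochondrial formyltransferases, rose with CdCl_2_ in THS30 by a log2 fold change of 0.43 ± 0.10 (standard error, n = 3 per group), and its responses in the strains differed by -0.60 ± 0.14 (adjusted p = 0.00552, edgeR). The methylenetetrahydrofolate dehydrogenase gene AN1524 had 0.24 ± 0.08 in THS30 and was not past the test without THS30 CdCl_2_-treated replicate 2 or 3 or THS30 untreated replicate 2 or 3 or with no filter on low counts (log2 fold change 0.18 to 0.24). The *FSH3* ortholog AN4776 had 0.35 ± 0.11 and was not past the test without THS30 CdCl_2_-treated replicate 1 or 2 or THS30 untreated replicate 2 (log2 fold change 0.28 to 0.33). AN6108 had 0.32 ± 0.11 and was not past the test without THS30 CdCl_2_-treated replicate 1 or 2 or THS30 untreated replicate 2 or 3 (log2 fold change 0.27 to 0.30). In TNJ92 their values were -0.12 ± 0.08, 0.01 ± 0.10 and -0.11 ± 0.10, and none of these passed the test. Of the genes of the cycle, 5 were up-regulated in THS30 only, 1 in both strains and 0 in TNJ92 only.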

Cadmium stress up-regulated six genes (AN0495, AN1524, AN4776, AN5738, AN6108, AN7028) in the reference strain and only one (AN0495) in the *ΔatfA* mutant (Table 3 and Table S5), resulting in significant enrichment of up-regulated “Folate-cycle” genes in THS30, but not in TNJ92. 

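Between the untreated strains, AN4776 was higher in TNJ92 by a log2 fold change of 1.02 ± 0.11 (standard error, n = 3 per group), AN1524 by 0.73 ± 0.08, AN6108 by 0.71 ± 0.11, AN5738 by 0.69 ± 0.10, AN7028 by 0.67 ± 0.10 and AN0495 by 0.48 ± 0.14. With CdCl_2_, the values were 0.68 ± 0.11 for AN4776, 0.38 ± 0.08 for AN1524, 0.28 ± 0.10 for AN6108, 0.09 ± 0.10 for AN5738, 0.37 ± 0.10 for AN7028 and 1.09 ± 0.14 for AN0495, and that of AN5738 did not pass the test. The difference of AN6108 with CdCl_2_ was not past the test without THS30 CdCl_2_-treated replicate 1 or 3 or TNJ92 CdCl_2_-treated replicate 1, 2 or 3 (log2 fold change 0.23 to 0.30). Of the 12 folate cycle genes, 8 were higher and 1 lower (8 and 1 adjusted over the list alone) in untreated TNJ92, with adjusted p = 0.125 for the higher set in Fisher's exact test and adjusted p = 0.412 with an estimated correlation in camera. The enrichment was past the test with no filter on low counts or with a replicate block (adjusted p 0.0271 to 0.0357). In CdCl_2_-treated TNJ92, 6 were higher and 3 lower (6 and 3 adjusted over the list alone).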

All six genes showed lower transcriptional activity in the reference strain than in the *ΔatfA* mutant before stress treatment, which may explain the divergent response of the two strains (Figure S6 and Table S5).

#### 3.5.3. Transcriptional Activities of Certain Genes Are Not Properly Regulated in the Absence of AtfA

Among the 20 “Phosphorelay response regulator” genes, in untreated cultures, the majority (18) of the genes showed significantly smaller transcription in the TNJ92 mutant than in the THS30 reference strain (Table S5, Figure 6). 

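In untreated cultures, *hk-8-2* (AN4113) was lower in TNJ92 at -3.12 ± 0.11 on the log2 scale (standard error, n = 3 per group), *hk-8-3* (AN6820) at -2.48 ± 0.09, *hk-8-1* (AN2581) at -2.47 ± 0.12 and the HOG pathway histidine kinase gene *tcsB* (AN1800) at -2.38 ± 0.10. The phosphorelay gene *phkB* (AN3101) was lower at -1.17 ± 0.10 and the response regulator gene *srrA* (AN3688) at -0.79 ± 0.08. In total, 18 of 20 genes were lower in untreated TNJ92 (18 adjusted over the list alone), with a median of -0.79 and adjusted p = 7.42e-07 in Fisher's exact test. Camera gave adjusted p = 0.236 with an estimated correlation. In edgeR, 0 genes were higher, with 1 higher without THS30 untreated replicate 1 or TNJ92 untreated replicate 3 and with a replicate block.

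**Figure D3:**
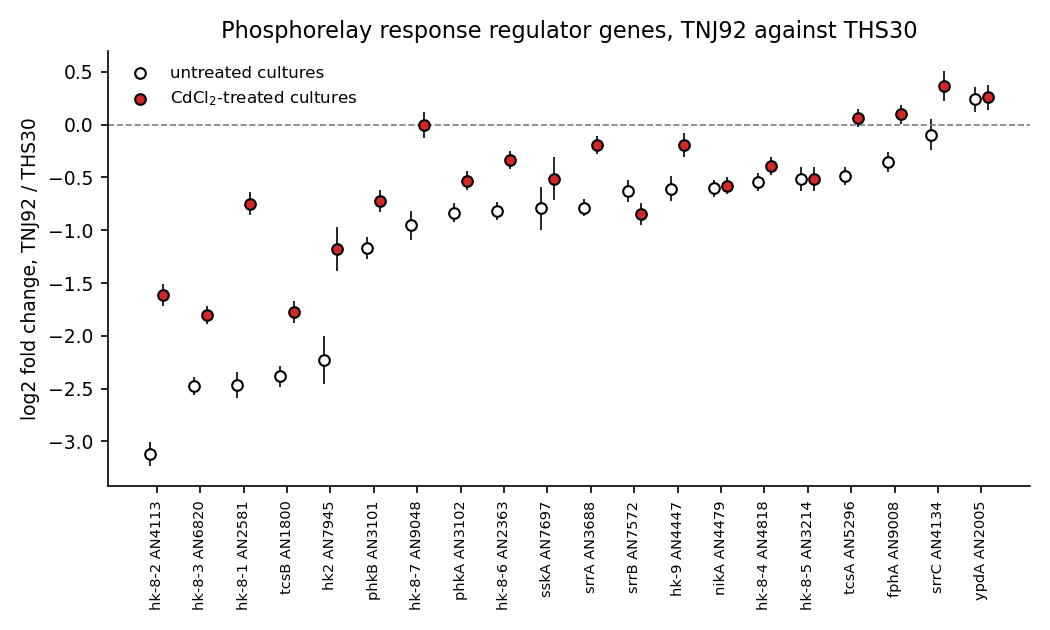
Log2 fold change of TNJ92 against THS30 (vertical axis) for each of the 20 phosphorelay response regulator genes. Open points are untreated and red points CdCl_2_-treated cultures, and bars are standard errors (n = 3 per group). In untreated cultures 18 genes, and in CdCl_2_-treated cultures 12 genes, were lower in TNJ92.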

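In CdCl_2_-treated cultures, *hk-8-3* (AN6820) was lower in TNJ92 than in THS30 at -1.80 ± 0.08 on the log2 scale (standard error, n = 3 per group), *tcsB* (AN1800) at -1.77 ± 0.10, *hk-8-2* (AN4113) at -1.62 ± 0.11 and *hk-8-1* (AN2581) at -0.75 ± 0.11. The responses of *hk-8-3* differed between the strains by 0.67 ± 0.12 and those of *tcsB*, which fell in THS30 at -0.39 ± 0.10, by 0.61 ± 0.14 (adjusted p = 0.00362, edgeR). Of the 20 genes of this group, 12 were lower in TNJ92 in both conditions and 6 in untreated cultures only. With CdCl_2_, 1 was higher and 12 lower (1 and 14 adjusted over the list alone), which gave adjusted p = 0.0448 for the lower set in Fisher's exact test and adjusted p = 0.784 with an estimated correlation in camera. The number of higher genes was 0 to 2 without THS30 CdCl_2_-treated replicate 1, 2 or 3, TNJ92 CdCl_2_-treated replicate 1, 2 or 3 or TNJ92 untreated replicate 3 or with a replicate block.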

Under stress, the mutant up-regulated 10 genes and the reference strain down-regulated 6 (Figure 6A), yet the difference between the two strains remained substantial (Figure 6B). The stress condition only reduced, but did not eliminate, the difference between the activities of “Phosphorelay response regulator” genes in the two strains.

In the above case, the mutant—in the absence of AtfA—appeared unable to appropriately regulate the studied gene group. Therefore, we investigated the presence of putative AtfA binding sites in the promoters of these genes. As it was, according to what our previous studies [23,24,25] expected, the promoters of the “Phosphorelay response regulator” genes contained significantly more putative AtfA binding sites than the reference gene groups did (Table 4 and Table S6). 

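The level of *catB* (AN9339), the hyphal catalase gene, was 2390 ± 204 CPM in untreated THS30 and 622 ± 89 CPM in untreated TNJ92 (SD, n = 3 per group), and the replicate ranges did not overlap. *catA* (AN8637) had 29.5 ± 4.54 and 0.127 ± 0.156 CPM. With CdCl_2_, *catB* had 2970 ± 108 CPM in THS30 and 606 ± 52.6 CPM in TNJ92, and *catA* 16.3 ± 5.07 and 0.453 ± 0.202 CPM. In edgeR, the adjusted p values for the untreated difference were 3.02e-10 for *catB* and 2.14e-10 for *catA*.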

The AtfA dependence of catalase gene expressions also seems likely (Table 4 and Table S6), which concurs with previous studies [12,15,20,63] and the transcription of data of *catA* and *catB* (Table S5, Figure S7). Promoter analyses of the orthologs of *A. nidulans* “Phosphorelay response regulator” genes as well as *catA* and *catB* were also conducted in three other *Aspergillus* species (*A. fumigatus, A. niger,* and *A. oryzae*). In the case of the catalase genes, the numbers of the found putative binding sites in each species were similar to those recorded with *A. nidulans* (Table S6). Moreover, an evolutionary conserved binding site was also found in the promoter of *catA* orthologs in *A. fumigatus, A. niger,* and *A. oryzae* (Figure 7). In the case of the “Phosphorelay response regulator” genes, the orthologs of *A. niger* had significantly less putative binding sites than those of *A. nidulans* (Table S6). In the case of this gene group, no evolutionary conserved binding sites were recorded. It can be explained by the rather different biology of the four *Aspergillus* species, which increases the number of species-specific regulatory sequences and eradicates the evolutionary conserved ones. The weak conservation of the AtfA binding sites in the promoter of *A. nidulans catA* also supports this view (Figure 7).

Promoter regions were aligned with the MAFFT software (http://www.ebi.ac.uk/Tools/msa/mafft, accessed on 2 July 2021). Blue, purple, light green, and yellow highlight putative binding sites characterized with less than 5% maximum matrix dissimilarity rate (Promo tool). The dark green color highlights a putative AtfA binding site of *A. nidulans* where the dissimilarity rate for CRE-BP2 [T01017] (Promo tool) binding site is 13.5%. The following sequences, downloaded from AspGD, are presented: *A. fumigatus* Af293 *catA* promoter region between ATG-221 and ATG-109, *A. niger catA* promoter region between ATG-242 and ATG-144, *A. oryzae* RIB40 *catA* promoter region between ATG-236 and ATG-140, and *A. nidulans* FGSC A4 *catA* promoter region between ATG-197 and ATG-108.

#### 3.5.4. Alternative Stress Response Elements Can Increase the Difference between the Stress Responses of the Two Strains

Both up-regulation and down-regulation of “Glycolysis” genes could have adaptive value during stress. Up-regulation of this biochemical pathway can support the protection against Cd^2+^ with increased ATP production. On the other hand, its down-regulation can adapt to the reduced growth rate under stress. 

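The triose-phosphate isomerase gene *tpiB* (AN5908) fell with CdCl_2_ in THS30, at a log2 fold change of -0.36 ± 0.09 (standard error, n = 3 per group) and rose in TNJ92 by 0.37 ± 0.09, with a difference of 0.72 ± 0.13 between the responses (adjusted p = 0.000649, edgeR). The phosphoglycerate mutase gene *pgmA* (AN3059) had -0.21 ± 0.10 in TNJ92, where it was past the test without THS30 CdCl_2_-treated replicate 3 or TNJ92 untreated replicate 3 (log2 fold change -0.28 to -0.23), and a difference of 0.89 ± 0.15 (adjusted p = 0.000351). The hexokinase gene *hxkA* (AN7459) fell in THS30 at -0.59 ± 0.08, with a difference of 0.52 ± 0.11. Of the genes of glycolysis, 3 were up-regulated in both strains and 4 in TNJ92 only, and 8 were down-regulated in THS30 only, 2 in both and 1 in TNJ92 only. The interaction test passed for 6 genes with the higher response in TNJ92 (9 adjusted over the list alone) and 1 with the lower, and for the higher set Fisher's exact test gave adjusted p = 0.299, camera gave adjusted p = 0.629 with an estimated correlation, and the enrichment was past the test without THS30 CdCl_2_-treated replicate 3 or THS30 untreated replicate 1, with DESeq2, with a replicate block or with library totals (adjusted p 4.83e-05 to 0.0395). The number of higher responses was 10 to 12 without THS30 CdCl_2_-treated replicate 3 or with library totals.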

“Glycolysis” genes were enriched in the down-regulated gene set of the THS30 reference strain and many of them were up-regulated in the TNJ92 mutant; however, their enrichment was not significant (Table S5, Figure 8A). Due to these changes, the ratio of genes showing higher/lower transcriptional activity in the TNJ92 mutant in comparison to the THS30 reference strain turned from 4/10 (untreated cultures) to 9/4 (stress treated cultures) (Table S5, Figure 8B).

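Before treatment, *tpiB* (AN5908) was lower in TNJ92 than in THS30 at -0.68 ± 0.09 on the log2 scale (standard error, n = 3 per group), and *tpiA* (AN6900) and *hxkA* (AN7459) were higher by 0.58 ± 0.09 and 0.56 ± 0.08. With CdCl_2_, *pgmA* (AN3059) was higher by 0.63 ± 0.11, *tpiA* by 0.76 ± 0.09, *hxkA* by 1.08 ± 0.08 and the pyruvate decarboxylase gene *pdcB* (AN8396) by 0.74 ± 0.14, and *tpiB* had 0.04 ± 0.09, which did not pass the test. Of 20 genes, 5 were higher and 9 lower (5 and 9 adjusted over the list alone) in untreated and 9 were higher and 2 lower (9 and 2 adjusted over the list alone) in CdCl_2_-treated TNJ92. The number of lower genes in CdCl_2_-treated cultures was 1 to 4 without THS30 CdCl_2_-treated replicate 3 or with DESeq2. Adjusted p values from Fisher's exact test were 0.195 for the lower set in untreated and 0.445 for the higher set in CdCl_2_-treated cultures.

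**Figure D4:**
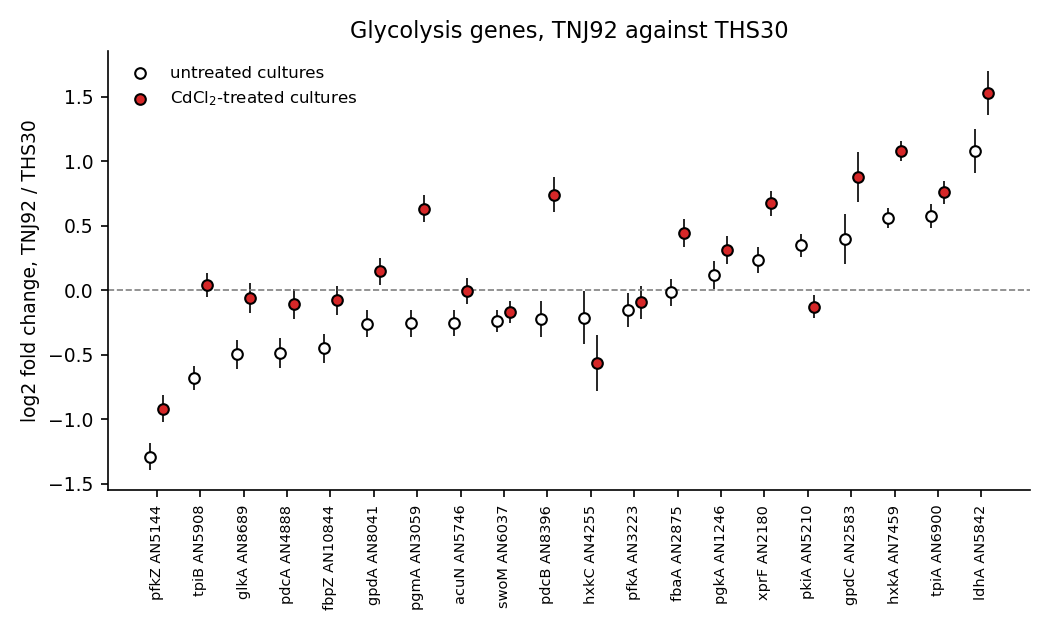
Log2 fold change of TNJ92 against THS30 (vertical axis) for each of the 20 glycolysis genes. Open points are untreated and red points CdCl_2_-treated cultures, and bars are standard errors (n = 3 per group). In untreated cultures 9 genes, and in CdCl_2_-treated cultures 2 genes, were lower in TNJ92.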

In addition to its genotoxicity [61] cadmium can also disturb the activity of repair enzymes [64]. Therefore, similarly to “Glycolysis” genes, either up-regulation or down-regulation of “DNA repair” genes could be an adaptive response under cadmium stress. The ratio of genes with higher/lower transcriptional activity in the *ΔatfA* mutant than in the reference strain also turned to the opposite under stress, from 22/12 (untreated cultures) to 14/24 (cadmium-treated cultures) (Table S5). 

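The replication gene *psf2* (AN5901) was higher in TNJ92 than in THS30 by 0.73 ± 0.12 on the log2 scale (standard error, n = 3 per group) without and by 0.56 ± 0.13 with CdCl_2_. AN0604, annotated to nucleotide excision repair, was lower at -0.80 ± 0.14 without and -0.85 ± 0.14 with CdCl_2_. AN6682, a base excision repair gene, was higher by 0.46 ± 0.13 without CdCl_2_, had -0.38 ± 0.14 with it, where it was not past the test without THS30 CdCl_2_-treated replicate 2 or 3 or TNJ92 CdCl_2_-treated replicate 2 or 3 (log2 fold change -0.36 to -0.25), and a difference between the responses of -0.84 ± 0.19 (adjusted p = 0.00365, edgeR). Of 82 "DNA repair" genes, 22 were higher and 12 lower (19 and 12 adjusted over the list alone) in untreated and 14 were higher and 28 lower (14 and 27 adjusted over the list alone) in CdCl_2_-treated TNJ92. Of these genes, 13 were higher in untreated cultures only and 9 in both, and 19 were lower in CdCl_2_-treated cultures only and 9 in both. The number of higher genes with CdCl_2_ was 9 without TNJ92 CdCl_2_-treated replicate 1 or 2.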

In the case of these gene groups, the two strains seem to apply two different strategies to adapt to the stress.

## 4. Discussion

### 4.1. Increased Cys Availability Is an Important Element of the CdCl_2_-Induced Stress Response

Genome-wide transcriptional changes induced by CdCl_2_ were studied in an *A. nidulans* model organism in order to gain deeper insight into the reasons of Cd^2+^ toxicity and the biochemical processes necessary to the detoxification of this heavy metal. Entering the cells, Cd^2+^ interacts with susceptible proteins (e.g., different metallo- or thiol-containing proteins) perturbing their activity and functions. It disturbs metal ion (*e.g.,* iron, zinc, copper) homeostasis, protein folding, DNS repair processes, and leads to oxidative stress, aggregation of nascent proteins, or increased mutation rate, which all affect severely the viability of cells [65,66,67,68]. Many of the observed transcriptional changes concur well with these consequences of cadmium treatment. Significant alterations in the transcription of DNA repair genes and up-regulation of the unfolded stress response genes together with several ER specific genes were observed (Table 2, Table 3 and Table S5). Down-regulation of Fe-S cluster biosynthesis genes as well as other mitochondrium specific genes encoding iron-dependent proteins (e.g., respiration and TCA cycle genes) (Table 2, Table 3 and Table S5) can be the consequence of disturbed iron homeostasis caused by Cd^2+^. Besides the altered transcription of the antioxidative enzyme genes (Table S5), the increased specific SOD activities and GSSG concentrations as well as the disturbed redox homeostasis (Figure 1, Table 1) demonstrate developing oxidative stress during the CdCl_2_ treatment. Up-regulation of specific SOD, catalase, and glutathione reductase activities induced by cadmium stress were also recorded previously in *A. nidulans* by Guelfi et al. [69]. Since cadmium is not a Fenton metal, it can induce oxidative stress only indirectly. Both the disturbed iron/mitochondrium homeostasis and the changes in the activity of ER as another important ROS-generating organelle [70,71] can be vital in this process.

The cell wall of *A. nidulans*, similarly to those of many other fungi, can bind a huge amount of Cd^2+^ [9,10,72,73], which prevents this toxic metal from entering the cells. This property of fungal biomass can be used both for bioleaching and biomining purposes in the industry [72,74,75]. Although cadmium stress affected the transcription of some genes involved in cell wall biosynthesis or degradation, significant enrichment of the up-regulated or down-regulated cell wall homeostasis genes was not observed (Table S5). This supports the view that the high Cd^2+^ (metal ion) binding capacity is an innate property of the fungal cell wall and no substantial cell wall remodeling is needed for the efficient binding. It is an important feature that increases the applicability of fungal biomass in biosorption based processes.

There are multiple ways in fungi to detoxify Cd^2+^ entering their cells. These include secreting Cd^2+^ by efflux pumps, binding Cd^2+^ with metallothioneins, and the formation and vacuolar accumulation of the bis(glutathionato)-cadmium complex [76]. Up-regulation of *crpA* (Tables S3 and S5) encoding a P-type ATPase by cadmium stress in our experiments concurs with the observation that deletion of this gene was accompanied with increased CdCl_2_ sensitivity of *A. nidulans* [9,46]. Transcriptome data did not provide clear evidence on the working of Cd^2+^ pumps other than CrpA in *A. nidulans*: Apart from *crpA*, only two other putative P-type ATPase genes (AN0318 and AN10367) were up-regulated by cadmium stress (Table S5). Of these, the AN10367 gene, like *crpA*, was also up-regulated in the TNJ92 mutant (Table S5). The AN0318 protein is an ortholog of *Neurospora crassa* Pma-1 and *S. cerevisiae* Pma1p H^+^-ATPase [77,78], while AN10367 is an ortholog of *S. cerevisiae* Spf1p and *S. pombe* Cta4p Ca^2+^ pumps, which are responsible for the calcium homeostasis of the ER [79,80]. The function of the two *A. nidulans* genes is waiting for experimental justification; however, according to the abovementioned data, CrpA seems to be the sole Cd^2+^ pump of *A. nidulans* under the tested conditions.

Although *crdA*, like many other genes encoding “Cys rich proteins”, was down-regulated by the cadmium stress (Table S5), two genes from this group (AN7290 and AN11757) showed up-regulation. AN7290, which was also up-regulated in TNJ92 mutant under cadmium stress (Table S5), is an ortholog of *S. cerevisiae* Rds3p and *S. pombe* Ini1p zinc cluster proteins involved in mRNA splicing [81,82]. The AN7290 protein is 12.3 kDa and consists of 108 amino acids including 12 Cys (AspGD). The AN11757 protein has no orthologs with known function. It is 11.4 kDa and consists of 100 amino acids including 13 Cys (AspGD). Further studies are needed to test whether these proteins function as metallothioneins under cadmium stress in *A. nidulans*. 

Ycf1p of *S. cerevisiae* is an ABC transporter involved in the transportation of bis(glutathionato)–cadmium complex into the vacuole [50]. Up-regulation of the *ycf1* ortholog AN7727 under cadmium stress (Table S5) supports the view that GSH dependent detoxification of this heavy metal is an important element of stress response under Cd^2+^ treatment in *A. nidulans*, similarly to other organisms from bacteria to human [51]. 

Fe-S cluster binding proteins and proteins with high Cys content are particularly sensitive to the presence of Cd^2+^ and/or the oxidative stress caused by Cd^2+^ [66,83]. To manage this problem, cells can down-regulate genes encoding nonessential Cys rich and Fe-S cluster binding proteins as well as they can eliminate the destroyed proteins and can re-synthetize those that are important for surviving this stress. Enrichment of the “Cys-rich protein” and “Fe-S cluster binding protein” genes within the down-regulated gene set as well as the enrichment of “Proteosomal degradation” and “Autophagy” genes within the up-regulated gene set were all observed (Table 3 and Table S5). Moreover, the up-regulation of the transsulfuration pathway, GSH degradation, Cys biosynthesis genes and Cys synthase activities, and down-regulation of Met cycle and Met salvage pathway genes (Table S5, Figure 3) suggest that cells increased Cys availability during cadmium stress. It concurs with the high Cys demand of the continuous re-synthesis of Cys rich and/or Fe-S cluster binding proteins. These data demonstrate that GSH is involved not only directly in Cd^2+^ detoxification, but also indirectly as an important intracellular Cys storage. During oxidative stress, the thiol-moiety of proteins are continuously oxidized to disulfide bridges and cells continuously reduce them back. This process substantially contributes to ROS elimination [84]. It is possible that a similar mechanism (i.e., replacing Cd^2+^-bound proteins with new ones) can help cells to collect and detoxify Cd^2+^.

### 4.2. Adaptation to the Missing AtfA under Unstressed Conditions Influences Substantially the CdCl_2_ Induced Stress Response

In addition to the THS30 reference strain, the CdCl_2_-induced stress response was also studied in the TNJ92 *ΔatfA* mutant to better understand how this transcription factor is involved in the regulation of stress responses. Previously, we found that deletion of *atfA* increased the stress sensitivity of *A. nidulans* against various oxidative agents [23,24,25], which concur with its reduced specific catalase activity recorded in this study (Table 1). Accordingly, the stress response of the *ΔatfA* mutant substantially differed from that of the reference strain [23,24,25]. In contrast, AtfA was not essential for the efficient stress response under CdCl_2_ stress: The growth reduction induced by the stress treatment in the THS30 reference strain did not differ significantly to that of the TNJ92 *ΔatfA* mutant either on the surface [25] or in submerged cultures (Figure 1A). There were no significant differences between the two strains when the physiological consequences (i.e., alterations in the GSH and GSSG concentrations, in the specific SOD, catalases and Cys synthase activities, or in the redox homeostasis) of the cadmium treatment were studied either (Figure 1B,C, Table 1), while in the case of the extracellular chitinase or *N*-acetyl-β-D-glucosaminidase activities, only mild differences were detected (Table 1). Moreover, the transcription of *atfA* was even down-regulated under CdCl_2_ stress in the reference strain (Table S3), suggesting that this transcription factor was not a key player in the regulation of stress responses in these experiments. 

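The level of *atfA* (AN2911) in THS30 was 330 ± 28.2 CPM in untreated and 239 ± 5.71 CPM in CdCl_2_-treated cultures (SD, n = 3 per group), a log2 fold change of -0.46 ± 0.10 (standard error, adjusted p = 0.0018, edgeR), and each treated library lay below each untreated one. The paper's RT-qPCR value for this change is -1.34. From this fall, beside the like growth and physiology of both strains under CdCl_2_, the paper proposes that AtfA was not a key regulator of the stress responses here.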

Surprisingly, the genome-wide transcriptional changes induced by the cadmium stress treatment in the THS30 and TNJ92 strains were very different (Figure 2A). It demonstrates that AtfA is involved in the cadmium stress response, but cells can efficiently compensate the consequences of its absence. It is very unlikely that *A. nidulans* has “learnt” during its evolution how to survive CdCl_2_ stress without AtfA. Therefore, we should assume that stress responses cannot be rigid programs worked out in detail for lots of possible stress conditions. Instead, cells should have flexible regulatory mechanisms that can find a suitable stress response even under brand new conditions.

The differences between the cadmium stress responses of the two strains are linked to the (missing) AtfA and can help to better understand the function of this transcription factor. In our previous oxidative stress treatment experiments, the two strains showed different sensitivities to the applied stressors [23,24,25]. In spite of the two strains receiving the same treatments, the effect of the treatments was not the same because the decreased stress tolerance of the *ΔatfA* mutant increased the difference between the observed stress responses, making identification of the direct effects of AtfA deletion more difficult. In this respect, cadmium stress experiments are more favorable since the cadmium tolerance of the THS30 and TNJ92 strains are very similar. Even so, identification of potential targets of AtfA is still challenging. There are at least two possible reasons of the altered cadmium stress responses of the two strains:

(1) The transcriptome, and as a consequence, the physiology of the THS30 and TNJ92 strains, were different under unstressed conditions (Figure 2B). Cells with dissimilar physiology necessarily respond differently to the same stress treatment. As a consequence, gene sets with dissimilar transcription profiles at unstressed conditions have to respond to the stress in different ways to reach the same transcription profile (Figure 5 and Figure S6). The dissimilar physiological status of the untreated cultures can also lead to alternative stress responses (Figure 8). The small physiological/transcriptomic differences between the untreated cultures may also explain why gene sets respond in the same overall manner to the stress but by the regulation of partly different genes (Figure 3; Figure 4 and Figures S3–S5).

(2) Due to the missing AtfA, cells could not regulate properly certain genes. The improper behavior of these genes can also lead to the development of alternative stress response elements or to the development of the same stress response element in an alternative manner. Moreover, the improper regulation of AtfA-dependent genes is necessarily the primary source of the observed differences between the two strains under unstressed conditions. Unfortunately, based on only transcription data, due to strong indirect effects of the missing AtfA, it is difficult to identify genes directly regulated by this transcription factor. The “Phosphorelay response regulator” genes and the “Catalase” genes are our best candidates for this (Figure 6 and Figure S7). In addition to the data gained in previous investigations [12,15,20,23,24,25,63] and the observed transcriptional behavior of these genes (Table S5), the presence of putative AtfA binding sites in their promoters (Table 4 and Table S6) supports this view. Although the number of putative binding sites was large, none but one was evolutionary conserved for the four *Aspergillus* species tested (Table S6, Figure 7). Therefore, detailed molecular biological studies are needed to ascertain which species-specific putative binding sites have regulatory function in *A. nidulans*.

## Figures and Tables

**Figure 1:**
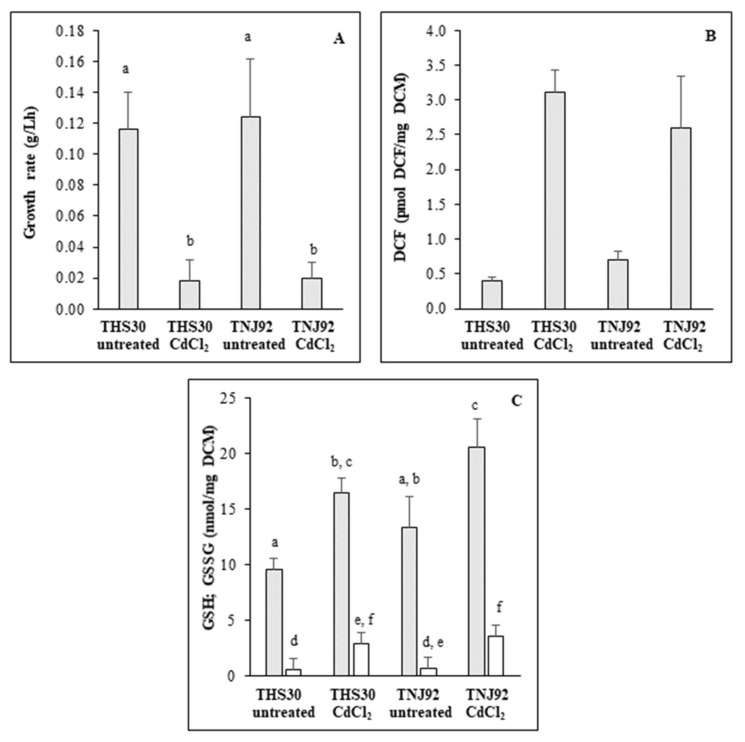
Physiological consequences of cadmium treatment on *A. nidulans*. The *ΔatfA* mutant (TNJ92) and the reference (THS30) strains were treated with 0.2 mM CdCl_2_. Stress tolerance was characterized with the growth rate of the cultures (**A**). Redox imbalance caused by CdCl_2_ treatment was characterized with DCF-test (**B**). GSH (grey) and GSSG (white) content of treated and untreated cultures were recorded with the DTNB-GR assay (**C**). Mean ± SD. Values (n = 3) are presented. According to the two-way-ANOVA the CdCl_2_ treatment had a significant effect on DCM formation (*p* = 0.0000867), DCF production (*p* = 0.000003148) as well as on the GSH (*p* = 0.00004586) and GSSG (*p* = 0.00117) contents of cells. The genotype of the strains had a significant effect only on GSH content (*p* = 0.0097778), but the genotype did not influence the effect of CdCl_2_ treatment (*p* = 0.994) even in this case. Means of the same variable marked with a common letter are not significantly different by the Tukey post-hoc test at the *p* = 0.05 level.

**Figure 2:**
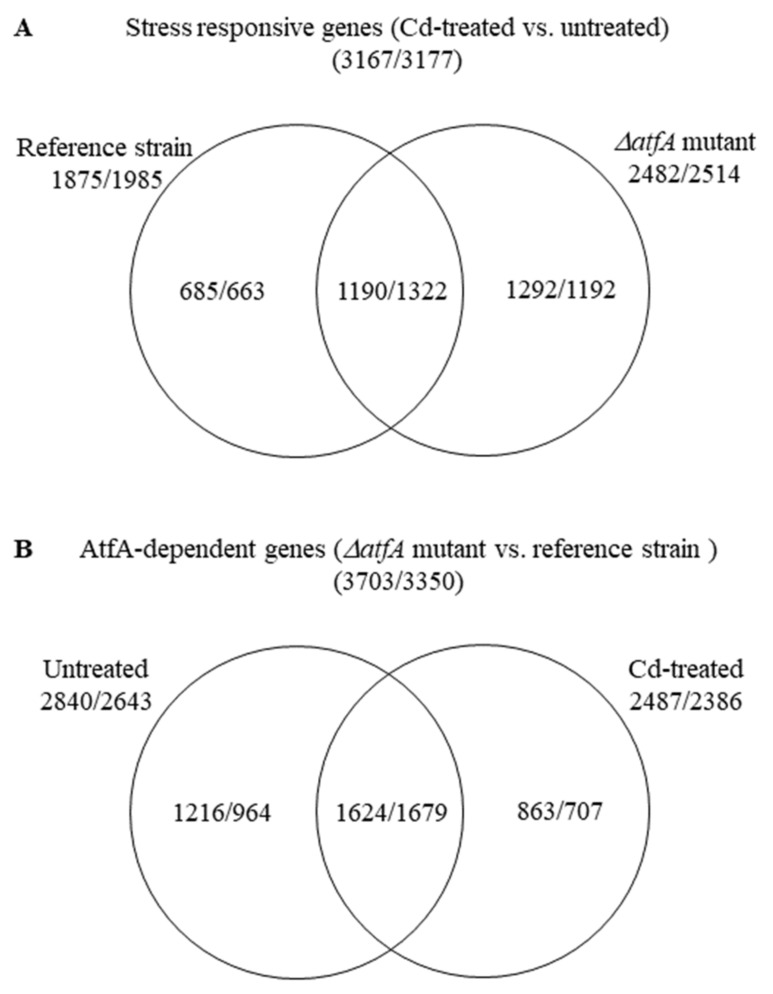
Distribution of stress responsive genes between the THS30 reference strain and the TNJ92 *ΔatfA* mutant (**A**) as well as of the AtfA-dependent genes between the untreated and CdCl_2_-treated cultures (**B**). Figures represent the number of up-regulated/down-regulated genes. For definition of up-regulated, down-regulated, stress responsive, and AtfA-dependent genes. See the chapter titled “2.5 Evaluation of RNAseq data”.

**Figure 3:**
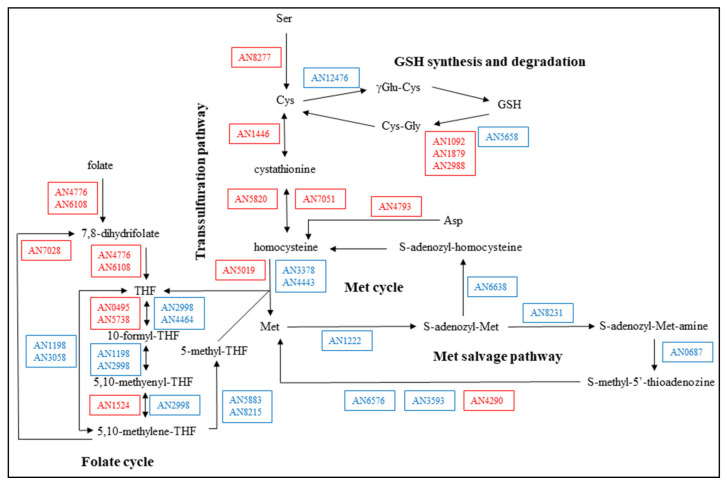
Changes in the Cys and Met metabolism under CdCl_2_ treatment in the *A. nidulans* THS30 reference strain. Up-regulated genes are marked with red, down-regulated genes with blue.

**Figure 4:**
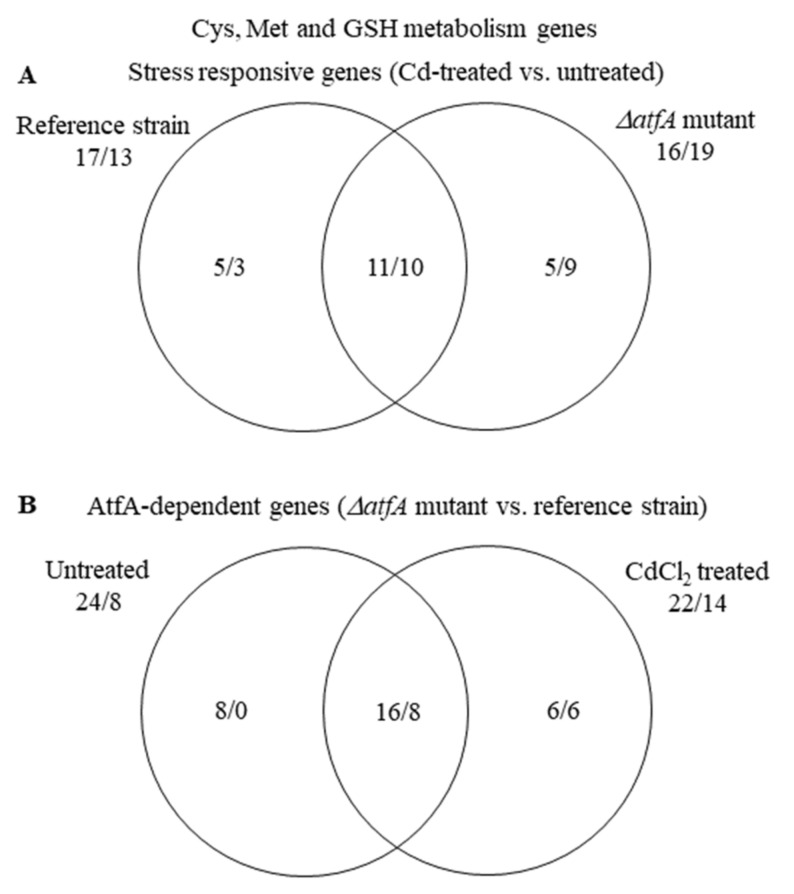
Distribution of stress responsive “Cys, Met and GSH metabolism” genes between the THS30 reference strain and the TNJ92 *ΔatfA* mutant (**A**) as well as of the AtfA-dependent “Cys, Met and GSH metabolism” genes between the untreated and CdCl_2_-treated cultures (**B**). Figures represent the number of up-regulated/down-regulated genes. Further data on this gene group are available in Table S5.

**Figure 5:**
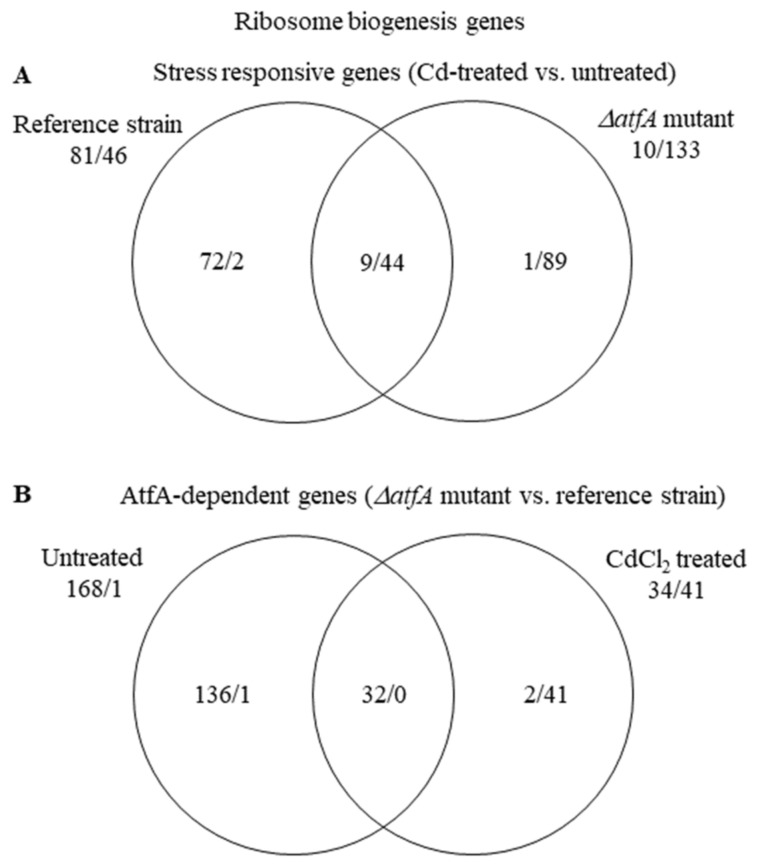
Distribution of stress responsive “Ribosome biogenesis” genes between the THS30 reference strain and the TNJ92 *ΔatfA* mutant (**A**) as well as of the AtfA-dependent “Ribosome biogenesis” genes between the untreated and CdCl_2_-treated cultures (**B**). Figures represent the number of up-regulated/down-regulated genes. Further data on the gene group are available in Table S5.

**Figure 6:**
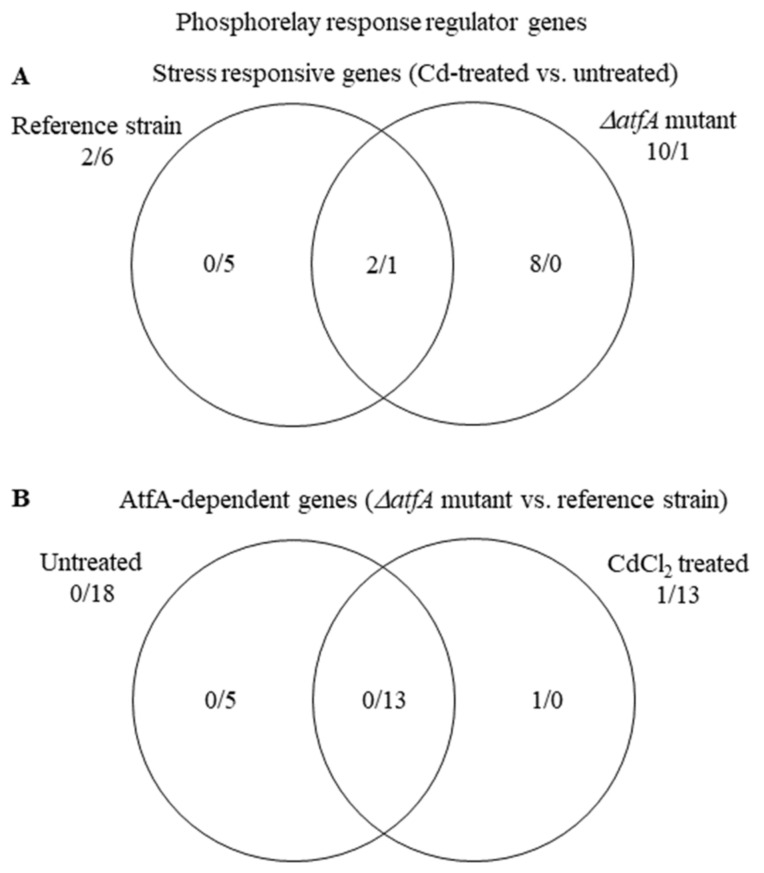
Distribution of stress responsive “Phosphorelay response regulator” genes between the THS30 reference strain and the TNJ92 *ΔatfA* mutant (**A**) as well as of the AtfA-dependent “Phosphorelay response regulator” genes between the untreated and CdCl_2_-treated cultures (**B**). Figures represent the number of up-regulated/down-regulated genes. Further data on the gene group are available in Table S5.

**Figure 7:**
Evolutionary conserved putative AtfA binding site in the promoters of the *catA* ortholog genes.

**Figure 8:**
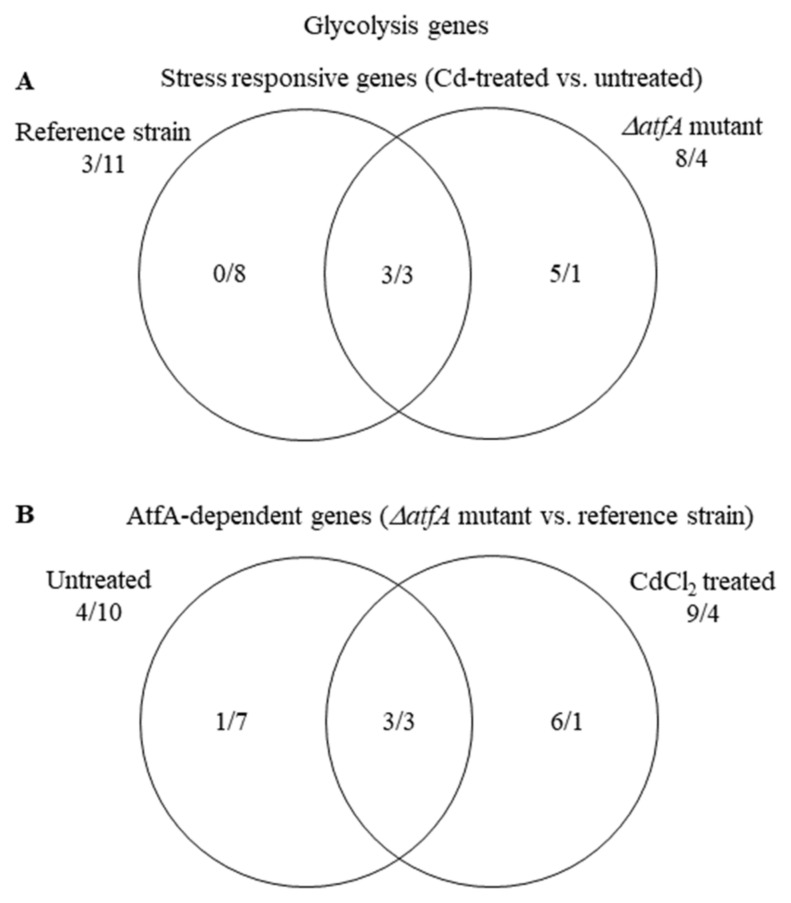
Distribution of stress responsive “Glycolysis” genes between the THS30 reference strain and the TNJ92 *ΔatfA* mutant (**A**) as well as of the AtfA-dependent “Glycolysis” genes between the untreated and CdCl_2_-treated cultures (**B**). Figures represent the number of up-regulated/down-regulated genes. Further data on the gene group are available in Table S5.

**Table 1:** Specific activities of selected enzymes in CdCl_2_-treated and untreated cultures of *A. nidulans* THS30 (reference) and TNJ92 (*ΔatfA*) strains.

	THS30 Untreated	THS30 CdCl_2_ Treated	TNJ92 Untreated	TNJ92 CdCl_2_ Treated
Catalase (kat/kg protein)	4.2 ± 0.5	3.5 ± 0.4	1.3 ± 0.1 ^b^	1.2 ± 0.2 ^b^
SOD (kU/kg protein)	64 ± 11	138 ± 20 ^a^	73 ± 10	140 ± 18 ^a^
Cys synthase (μKat/kg protein)	55 ± 8	99 ± 15 ^a^	53 ± 12	95 ± 14 ^a^
Chitinase (U/L)	<0.003	<0.003	<0.003	0.005 ± 0.003 ^a,b^
*N*-Acetyl-β-D- -glucosaminidase (U/L)	0.056 ± 0.012	0.059 ± 0.012	0.061 ± 0.010	0.041 ± 0.008 ^a,b^
β-Glucosidase (U/L)	0.08 ± 0.02	0.08 ± 0.01	0.14 ± 0.03 ^b^	0.15 ± 0.03 ^b^

Mean ± SD calculated from 4 independent experiments are presented. ^a^—Significant difference (Student’s *t*-test, *p* < 0.05) between the appropriate CdCl_2_-treated and the untreated cultures. ^b^—Significant difference between the appropriate THS30 and the TNJ92 strains.

**Table 2:** Overview on the significantly enriched FunCat, GO, and KEGG pathway terms.

Number of Up- and Down-Regulated Genes		Significantly Enriched Terms ^a^ for	
		Up-Regulated Genes	Down-Regulated Genes
**Reference strain, Cd treated vs. Reference strain, untreated**			
1875	1985	ribosome biogenesis (54), rRNA synthesis (30), mRNA processing (47), tRNA synthesis (20), aminoacyl-tRNA-synthetases (25), enoyl-CoA hydratase activity (4), obsolete ATP catabolic process (29), proteosomal degradation (76), stress response (92), nutrient starvation response (20), unfolded protein response (34), protein folding (18), protein processing in endoplasmic reticulum (33)	translation (90), ribosome biogenesis (70), purin nucleotide/nucleoside/nucleobase metabolism (39), glycolytic process (9), pyruvate metabolism (17), tricarboxylic-acid pathway (29), aerobic respiration (58), generation of precursor metabolites and energy (34), porphyrin and chlorophyll metabolism (11), Fe/S binding (24), C-1 compound catabolism (9), tetrahydrofolate interconversion (4) sterol metabolic process (14), acetyl-CoA carboxylase activity (5), biosynthesis of secondary metabolites (123), positive regulation of sterigmatocystin biosynthetic process (9)
***ΔatfA* mutant, Cd treated vs. *ΔatfA* mutant, untreated**			
2482	2514	aminoacyl-tRNA-synthetases (20), proteosomal degradation (88), stress response (114), nutrient starvation response (23), protein folding and stabilization (47), ER to Golgi transport (27), protein processing in endoplasmic reticulum (40), regulation of autophagy (8)	mitotic cell cycle (21), organization of chromosome structure (102), DNA synthesis and replication (73), mRNA synthesis (55), translation (120), ribosome biogenesis (144), deoxyribonucleotide metabolism (12), tricarboxylic-acid pathway (32), aerobic respiration (60), generation of precursor metabolites and energy (28), Fe/S binding (28), sterol metabolic process (17), acetyl-CoA carboxylase activity (5), one-carbon metabolic process (8), sulfate assimilation (8)
***ΔatfA* mutant, untreated vs. Reference strain, untreated**			
2840	2643	cytoskeleton (9), translation (138), ribosome biogenesis (158), protein folding and stabilization (64), N-directed glycosylation, deglycosylation (26), protein processing (proteolytic) (44), non-vesicular ER transport (8), unfolded protein response (35), Fe/S binding (26), aerobic respiration (61), purin nucleotide/nucleoside/nucleobase metabolism (54), pyrimidine metabolism (35), histidine metabolic process (11), sulfate assimilation (8), tetrahydrofolate-dependent C-1-transfer (11), G-protein mediated signal transduction (25)	development of asco- basidio- or zygospore (58), cell wall (78), glycolysis/gluconeogenesis (16), starch and sucrose metabolism (18), fructose and mannose metabolism (11), valine, leucine and isoleucine degradation (11), lipid/fatty acid transport (48), stress response (97), heat shock response (20), osmotic and salt stress response (35). two-component signal transduction system (16), MAPKKK cascade (16), non-ribosomal peptide synthesis (16),
***ΔatfA* mutant, Cd treated vs. Reference strain, Cd treated**			
2487	2386	cytoskeleton (8), N-directed glycosylation, deglycosylation (23), ER to Golgi transport (31), proteasomal degradation (ubiquitin/proteasomal pathway) (61), energy generation (e.g., ATP synthase)(13), amino acid metabolism (83), biosynthesis of methionine (12), biosynthesis of threonine (6), biosynthesis of vitamins, cofactors, and prosthetic groups (60), purine nucleotide/nucleoside/nucleobase anabolism (17)	development of asco- basidio- or zygospore (56), mitotic cell cycle (17), DNA synthesis and replication (44), organization of chromosome structure (77), DNA repair (74), osmosensing and response (30), two-component signal transduction system (12), MAPK signaling pathway–yeast (15)

^a^—Table contains selected FunCat, GO and KEGG pathway terms significantly enriched in the up-regulated and down-regulated gene sets. The complete list of all the significantly enriched terms is available in Table S4. Figures presented in parenthesis after the terms represent the number of up-regulated or down-regulated genes belonging to the appropriate term in the particular comparison.

**Table 3:** Overview on significant enrichment of the studied gene groups.

Significantly Enriched Group ^a^ for		
Up-Regulated Genes	Down-Regulated Genes	Stress Responsive/AtfA-Dependent Genes ^b^
**Reference strain, Cd treated vs. Reference strain, untreated**		
Ribosome biogenesis genes, Cys, Met and GSH metabolism genes, Folate cycle genes, Glycolysis genes, Autophagy related genes, ER to Golgi vesicle-mediated transport genes, inp cluster	Ribosome biogenesis genes, Cys rich proteins genes, Glyoxylate pathway genes, Folate cycle genes, Fe-S cluster assembly genes, Squalene-ergosterol pathway genes, Zinc transporter genes, Microperfuranone (mic) cluster, AN1242 cluster	Ribosome biogenesis genes, Glyoxylate pathway genes, Cys, Met and GSH metabolism genes, Folate cycle genes, Glycolysis genes, Fe-S cluster assembly genes, Squalene-ergosterol pathway genes
***ΔatfA* mutant, Cd treated vs. *ΔatfA* mutant, untreated**		
Autophagy related genes, ER to Golgi vesicle-mediated transport genes, Phosphorelay response regulator genes, inp cluster, AN7884 cluster, AN7084 cluster	Ribosome biogenesis genes, Squalene-ergosterol pathway genes, Zinc transporter genes, Glyoxylate pathway genes, Folate cycle genes, Fe-S cluster assembly genes, DNA repair, Microperfuranone (mic) cluster	Ribosome biogenesis genes, Autophagy related genes, Zinc transporter genes, Cell wall biosynthesis, Glyoxylate pathway genes, Cys, Met and GSH metabolism genes, Fe-S cluster assembly genes
***ΔatfA* mutant, untreated vs. Reference strain, untreated**		
Ribosome biogenesis genes, Cys, Met and GSH metabolism genes, Folate cycle genes, Fe-S cluster binding protein genes, Antioxidant enzyme genes, ER to Golgi vesicle-mediated transport genes, AN6236 cluster, Penicillin cluster, xptA-containing cluster	Cell wall biosynthesis and degradation, Cell wall biosynthesis, Chitin synthesis, Cell wall integrity pathway genes, Autophagy related genes, Phosphorelay response regulator genes, Glycolysis genes, AN7084 cluster, AN10486 cluster, AN3612 cluster, AN12331 cluster, No PKS/NRPS backbone cluster 1, AN2924 cluster, AN1594 cluster, AN9005 cluster, Emericellamide (eas) cluster	Ribosome biogenesis genes, Cell wall biosynthesis, Antioxidant enzyme genes, Phosphorelay response regulator genes, Glycolysis genes
***ΔatfA* mutant, Cd treated vs. Reference strain, Cd treated**		
Cys, Met and GSH metabolism genes, Antioxidant enzyme genes, ER to Golgi vesicle-mediated transport genes, Glycolysis genes, AN6236 cluster, AN8504 cluster, No PKS/NRPS backbone cluster 3, xptA-containing cluster	Cell wall biosynthesis and degradation, Cell wall biosynthesis, Chitin synthesis, Glyoxylate pathway genes, “Excision repair” genes, Secondary metabolite cluster key genes, Phosphorelay response regulator genes, pkb cluster, AN7084 cluster, AN2924 cluster, AN9005 cluster, Emericellamide (eas) cluster, AN9314 cluster	Chitin synthesis, Cys, Met and GSH metabolism genes, Antioxidant enzyme genes, Phosphorelay response regulator genes

^a^—Table contains all the gene groups, defined in the Section 2.6. “Evaluation of RNAseq data” chapter, which were significantly enriched in the up-regulated and down-regulated gene sets. RNAseq data of the studied gene groups are available in Table S5. ^b^—In the first two comparisons stress responsive genes, while in the last two comparisons AtfA-dependent genes were studied. In the case of secondary metabolite cluster genes, enrichment was studied only in the up-regulated and down-regulated gene sets.

**Table 4:** Abundance of putative AtfA binding sites in selected gene groups.

Number of	Gene Group ^a^						
	A	B	C	D	E	F	G
Genes	20	21	5	21	16	13	9
Genes with binding site	12 (E–G) ^b^	7 (G) ^b^	2	7 (G) ^b^	3	2	0
Binding sites	20 (D–G) ^c^	10	2	8	3	2	0

^a^—A: Phosphorelay response regulator genes; B: P-type ATPase genes; C: Known and putative catalase genes; D: Glycolysis genes; E: Squalene-ergosterol pathway genes; F: Folate cycle genes; G: Asperfuranone (afo) cluster genes. ^b^—The ratio of genes with putative binding sites and genes without putative binding sites in the gene group is significantly higher than that is in the gene group(s) indicated in parentheses according to the Fisher’s exact test (*p* < 0.05). ^c^—The ratio of putative binding sites and genes in the gene group is significantly higher than that is in the gene group(s) indicated in parentheses according to the Mann–Whitney–Wilcoxon test (*p* < 0.05).

## Data Availability

The raw and processed transcriptome datasets were uploaded to the Gene Expression Omnibus database (GEO; http://www.ncbi.nlm.nih.gov/geo/, accessed on 2 July 2021) with the following accession number: GSE166128.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/microorganisms9071433/s1, **Figure S1**: Principal component analysis (PCA) of the transcriptomes of CdCl_2_-treated and untreated *A. nidulans* THS30 (reference strain) and TNJ92 (*ΔatfA* mutant) cultures, Figure S2: Correlation between RNAseq and RT-qPCR data, Figure S3: Changes in the Cys and Met metabolism under CdCl_2_ treatment in the *A. nidulans* TNJ92 *ΔatfA* mutant, Figure S4: Distribution of stress responsive “ER to Golgi vesicle-mediated transport” genes between the THS30 reference strain and the TNJ92 *ΔatfA* mutant (A) as well as of the AtfA-dependent “ER to Golgi vesicle-mediated transport” genes between the untreated and CdCl_2_-treated cultures (B), Figure S5: Distribution of stress responsive “Cell wall biosynthesis and degradation” genes between the THS30 reference strain and the TNJ92 *ΔatfA* mutant (A) as well as of the AtfA-dependent “Cell wall biosynthesis and degradation” genes between the untreated and CdCl_2_-treated cultures (B), Figure S6: Changes in the transcription of selected “Folate cycle” genes, Figure S7: Changes in the transcription of genes encoding known and putative catalases, Table S1: RT-qPCR primer pairs used in the study, Table S2: Read mapping statistics, Table S3: RT-qPCR data of the selected genes, Table S4: Significantly enriched FunCat, GO, and KEGG pathway terms. Table S5: RNAseq data and the results of enrichment analyses of the studied gene groups, Table S6: Results of the promoter analyses.

How the deposited data were processed for this re-analysis (not part of the article)

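The series holds RNA-seq counts of 12 libraries: 3 biological replicates each of untreated and CdCl2-treated cultures of the THS30 reference strain and of the TNJ92 Δ*atfA* mutant. CdCl2 was added to 0.2 mM at 16 h, and mycelia were sampled 0.5 h later. According to the study, TruSeq libraries were sequenced as single reads of 75 bases, checked with FastQC and aligned by the authors with HISAT2 2.1.0 to the genome of *A. nidulans* FGSC A4.

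The table deposited by the authors gives, for each gene and library, a raw read count, the transcript length and an RPKM value. The deposited counts are whole numbers. Each deposited RPKM value is the count divided by the length in kilobases and by the total of the same column, as the definition of RPKM has it, with a largest relative difference of 5.1e-15, so the RPKM values carry no information beyond the counts and lengths and were not used for tests. The authors' DESeq2 version is 1.24.0 in the paper and 1.20.0 in the notes of the series. The program and the strand setting for the counting of reads are not given in the sources used here. The table holds 10988 genes, 208 of which are transfer RNA genes and 31 upstream open reading frames. No count was present for 239 genes, and 10749 had at least 1 count.

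Library totals were 8721119 to 12480895 counts in untreated THS30 (median 11816113), 10891466 to 12159126 in CdCl2-treated THS30 (median 11087427), 12119719 to 13641031 in untreated TNJ92 (median 13074331) and 12236070 to 12813268 in CdCl2-treated TNJ92 (median 12481054). The 10 most abundant genes held 6.29 to 7.46% of the counts of a library. The common biological coefficient of variation was 0.109. Values of genes with few reads are less precise. Where 1 group has almost no reads, the printed standard errors can be too small. Between the untreated strains, AN8959 had -12.60 ± 0.35 on the log2 scale with 0.0 CPM in TNJ92, and AN5056 -12.53 ± 0.24 with 0.107 CPM. The size of such differences, also those of *catA* against THS30, stays uncertain.

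Genes were kept with filterByExpr of edgeR 4.0.16 at a minimum count of 10 and a smallest group of 3, which left 9070 genes. Counts were scaled by TMM, and a quasi-likelihood model with robust estimation was fitted over the 4 groups. The comparisons were CdCl2-treated against untreated cultures in each strain, TNJ92 against THS30 in each condition, and the difference between the strains' responses. Log2 fold changes are the fitted coefficients, and CPM values are means with SD over the 3 replicates. Each standard error is the size of the log2 fold change divided by the square root of its F statistic. P values were adjusted by the method of Benjamini and Hochberg over the genes tested, with 0.05 as the threshold.

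Gene groups came from Table S5 (19 groups, 7 subgroups, 62 secondary metabolite clusters, of which 52 had at least 2 genes tested, and 8 sulfur classes) and from 8 lists fixed in advance: conidiation, sexual development, the HOG cascade, ER folding, chaperones, iron acquisition, stress transcription factors, and strain construction with reference genes. Of the lists by product names, only the pattern for ribosomal proteins was used, on the descriptions of ribosome biogenesis genes in Table S5, since the deposited table carries no product names. Groups were tested with one-sided Fisher's exact tests against the genes that passed the filter, with camera of limma 3.58.1 at a correlation of 0.01 and with an estimated correlation, and with fry. Results of fry are not reported here, and those of camera at 0.01 mainly as the number of enrichments past it. The values of Tables S3 and S5 had been seen before the groups were taken over and the lists were fixed. RT-qPCR values of the 24 genes of Table S3 were compared with log2 fold changes by Pearson's and Spearman's correlations with 100000 permutations.

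The genes named in the text are the 26 genes that the paper names, the 5 largest and 5 smallest changes of each comparison among genes with separated replicates and at least 10 CPM, up to 2 genes per group and direction with the largest changes, the genes of the fixed lists, and, in the closing section, genes with the largest differences between the responses or nearly without reads in 1 strain. Not every gene of these sets is reported here. Gene symbols came from the reference annotation and Tables S3 and S5. The text of the paper gives *crpA* as AN1317, and AN3117, its identifier in Table S5, was used; AN7727 in 1 place of the paper was taken as AN7729.

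Alternatives were RLE normalization, no filter on low counts, DESeq2 1.42.0, a model of only the 2 groups compared, a replicate block, a log2 fold change of at least 1, each library left out in turn, and for groups all genes of the deposited table as background. Scaling by library totals was added after the data had been seen. The test was also tried on simulated data with 200 changed genes, 100 for each fold: edgeR recovered 54% of 1.5-fold and 87% of 2-fold changes between untreated and CdCl2-treated cultures of 1 strain, with 12 false calls, and 14% and 70% of such differences between responses, with 5 false calls. Far fewer genes changed in the simulation than were called in the data. The adjusted threshold depends on that number, so these percentages do not carry over to the data. Camera with an estimated correlation called 0 of 200 unchanged gene sets, fry 13 and camera at 0.01 1 at an unadjusted p under 0.05. For a set with raised genes, their unadjusted p values were 1.13e-07, 1.31e-10 and 1.66e-46 in this order. The simulated genes were independent of each other, unlike those of a real set. Computations used R 4.3.3, Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. TCA cycle, respiration, proteasome and cell cycle sets were left out, since Table S4 was at hand only in part.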

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

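The tests of explanations given here were chosen after the results had been seen.

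A test of the difference between the strains singled out 1193 genes with a higher and 1229 with a lower response to CdCl2 in TNJ92 than in THS30. By group, the response was lower for 149 ribosome biogenesis genes (adjusted p = 0.418 with an estimated correlation), 14 DNA repair genes (adjusted p = 0.773 with an estimated correlation) and 12 genes of Fe-S proteins (adjusted p = 0.629 with an estimated correlation). It was higher for 11 phosphorelay genes (adjusted p = 0.532 with an estimated correlation), 39 secondary metabolite genes (adjusted p = 0.629 with an estimated correlation), 6 glycolysis genes (adjusted p = 0.629 with an estimated correlation), 7 autophagy genes (adjusted p = 0.629 with an estimated correlation) and 7 antioxidant genes (adjusted p = 0.787 with an estimated correlation). With 1 library left out or another setting, some of these counts moved by over 1.5 times: DNA repair 6 to 9 without THS30 CdCl2-treated replicate 2, THS30 untreated replicate 3 or TNJ92 CdCl2-treated replicate 2 or 3; glycolysis 10 to 12 without THS30 CdCl2-treated replicate 3 or with library totals; antioxidant genes 3 to 4 without THS30 CdCl2-treated replicate 2, THS30 untreated replicate 3, TNJ92 CdCl2-treated replicate 2 or TNJ92 untreated replicate 1. In 100 drawn splits of the libraries, 4 gave as many genes as the real 2422, the real one included. The highest of the others, 2980, exchanged strain labels among the CdCl2-treated libraries, so these splits carry the difference between the strains and do not decide whether chance can be excluded. The comparisons of 3 against 3 libraries have 10 splits, too few for a share under 0.05: 1 split of 10, the real one, gave as many genes as the real counts of 3985, 5122, 5588 and 5040, and the highest of the others was 0.

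The same test singled out genes that the paper does not discuss. The response in TNJ92 was higher for AN5056 by 7.45 ± 0.34 (log2 ± standard error, n = 3 per group), which went from 0.107 ± 0.0454 to 18.2 ± 2.92 CPM in TNJ92 and had 697 ± 92.2 and 617 ± 56.7 CPM in THS30. With so few reads of AN5056 in untreated TNJ92, the size of this difference is less certain than its standard error states. The response in TNJ92 was also higher for AN3519 by 5.38 ± 0.48, AN3518 by 4.43 ± 0.43 and AN6668 by 3.70 ± 0.33. AN8959 had a fitted difference of 3.91 ± 1.27 from 0 and 5 reads in all TNJ92 libraries of a condition, which sets no bound. Responses were lower for AN7774 at -3.31 ± 0.31, AN7204 at -3.03 ± 0.31, AN7773 at -2.68 ± 0.25, AN10815 at -2.52 ± 0.28 and AN5033 at -2.45 ± 0.17. AN7774, AN7204 and AN7773 started higher in untreated TNJ92, at 3.30 ± 0.20, 3.66 ± 0.20 and 4.07 ± 0.17 against THS30, and AN10815 rose in THS30 by 2.12 ± 0.18. In edgeR, adjusted p values were 7.38e-10, 1.93e-06, 2.33e-06, 6.02e-06, 1.93e-06, 6.86e-06, 1.97e-06, 9.74e-06 and 8.08e-08 in the order given, and 0.0342 for AN8959. AN8959 was not past the test without TNJ92 CdCl2-treated replicate 2 or TNJ92 untreated replicate 1, 2 or 3 or with DESeq2 (log2 fold change 3.23 to 3.92).

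Reads of the deleted *atfA* gene remained in TNJ92, at 8.1% of the THS30 level in untreated and 8.62% in CdCl2-treated cultures. RNA of THS30 in the TNJ92 libraries would bring every abundant transcript in the same share, but of 1759 genes with at least 100 CPM in THS30 with and without CdCl2, 12 kept under 1% of their level in untreated TNJ92, which argues against it as the whole source. A part of the gene that is left and transcribed may give these reads, at the 8.1% given, but counts per gene hold no positions, so this stays open. No biological explanation was tested.

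Among genes the paper does not discuss, 22 were nearly without reads in TNJ92 with and without CdCl2, at under 2% of their THS30 level. Among them, AN0468 had 2510 CPM in untreated THS30 and kept 0.224%, and AN9285 had 767 CPM and kept 0.748 CPM in untreated and 9.91 CPM in CdCl2-treated TNJ92. Of 24 expressed neighbouring genes, 13, or 54.2% (95% interval 32.8 to 74.4%), kept at least 20% of their level, and 6 of the 22 genes lie next to another of the set, so that missing chromosome segments may explain some of the genes and cannot be told apart from other causes. Loss of single genes also stays open, since 6 of the 22 were called higher with CdCl2 in TNJ92, and a read of a similar gene would be counted in the same way. In the other direction, 2 genes were nearly without reads in THS30: AN2844, with 396 CPM in untreated TNJ92, and AN8134.

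Of 185 ribosome biogenesis genes, 167 were higher in untreated TNJ92 (adjusted p = 0.484 with an estimated correlation), and with CdCl2 135 fell there and 10 rose (adjusted p = 0.473 with an estimated correlation), the latter 5 to 6 without TNJ92 CdCl2-treated replicate 2 or TNJ92 untreated replicate 3. Both comparisons share the untreated TNJ92 libraries, whose chance values could give such a pair. With separate untreated libraries for each comparison, the median response was -0.402, -0.502 and -0.632, below 0 for 153, 163 and 168 of 185 genes, which argues against chance values of shared libraries as the whole cause. With library totals, the median response in TNJ92 was -0.387 instead of -0.535 and 104 genes fell instead of 135, with medians of -0.64 to -0.114 for single pairs of libraries, so that scaling stays open as the source of a part of the fall. A growth stage of untreated TNJ92 other than that of THS30 stays open, since the series has 1 sampling time, and cannot be told apart from an effect of the deletion.

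A cluster that the paper lists in its Table 3 and a list of chaperones also stood apart. All 8 genes tested of the cluster around *xptA* were higher in untreated TNJ92 (8 adjusted over the list alone), with a median log2 fold change of 1.91, adjusted p = 0.00572 in Fisher's exact test and adjusted p = 0.0239 with an estimated correlation. All 6 genes of the list of cytosolic and mitochondrial chaperones were lower in untreated TNJ92 (6 adjusted over the list alone), with a median of -1.04, adjusted p = 0.00534 in Fisher's exact test and adjusted p = 0.66 with an estimated correlation. For the chaperones, the enrichment was not past the test without THS30 untreated replicate 2 or 3 or TNJ92 untreated replicate 1 or 2 (adjusted p 0.182 to 0.194).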

How the results depend on the processing

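Scaling by library totals was added after the data had been seen, and the other alternatives were planned.

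Calls of the 324 values of genes named in the text kept their direction and their side of the threshold in 5687 of 5795 alternative fits, and 31 values changed side at least once. The numbers of genes called were within 1.5 times of those reported in 178 of 188 fits, those of gene groups in 8444 of 9400, enrichments kept their side in 9950 of 10246, overlaps of calls were within 1.5 times in 12 of 16, and the 4 RT-qPCR correlations kept their sign in 12 of 12. With 1 library left out, the genes higher and lower numbered 1600 to 2144 and 1523 to 2297 for the response of THS30, 2310 to 2587 and 2316 to 2713 for that of TNJ92, 2586 to 2934 and 2418 to 2806 between the untreated strains, 2222 to 2604 and 2239 to 2603 between the CdCl2-treated strains, and 946 to 1341 and 935 to 1321 for the difference between responses. DESeq2 gave 1875 and 1986, 2483 and 2516, 2847 and 2645, 2490 and 2387, and 1210 and 1183 in the same order, and a replicate block 2196 and 2140, 2732 and 2723, 3052 and 2775, 2693 and 2668, and 1435 and 1416. Library totals gave 2776 and 1347, 3307 and 1833, 2933 and 2572, 2694 and 2297, and 1214 and 1062. This scaling moved the median log2 fold change of all genes with CdCl2 from 0.001 to 0.126 in THS30 and from 0.004 to 0.151 in TNJ92, and the share of called genes that were higher from 51.1 to 67.3% and from 50.1 to 64.3%, so directions are relative to the scaling. The filter on low counts was set anew in each fit and kept 9143 to 9172 genes with 1 library left out, so that such a fit can also differ by the genes tested. Libraries share only a replicate number: residuals of libraries with the same number correlated at -0.13 to 0.32, above 0.1 in 10 of 18 pairs. Of 36 combinations, 23 were highest with their own number, more than an even spread over the 3 replicate numbers would give. The main model does not allow for such a link, and the replicate block given above does.

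A log2 fold change of at least 1 left 425 higher and 287 lower genes in THS30, 910 and 523 in TNJ92, 583 and 1175 between the untreated and 636 and 914 between the CdCl2-treated strains, and 456 and 255 for the difference between responses, which follows from the construction of this setting. For the same reason, in the order of these 4 comparisons, it left of the ribosome biogenesis genes 5 higher and 1 lower, 2 and 47, 47 higher, and 2 and 2. Of the Cys, Met and GSH metabolism genes, it left 2 and 3, 8 and 6, 7 and 3, and 3 and 3. Of the phosphorelay genes it left 0 and 0, 2 and 0, 6 lower, and 0 and 4, and of the glycolysis genes 0 and 2, 2 and 1, 1 and 1, and 2 and 0.

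With 1 library left out, the ribosome biogenesis genes higher with CdCl2 in TNJ92 numbered 5 to 10 and those lower in untreated TNJ92 0 to 2, and with only the 2 groups compared the latter numbered 0. Phosphorelay genes lower with CdCl2 in TNJ92 numbered 0 to 2 with 1 library left out and 0 with library totals. Phosphorelay genes higher in TNJ92 numbered 0 to 1 untreated and 0 to 2 with CdCl2 with 1 library left out, and 1 and 2 with a replicate block. Glycolysis genes lower with CdCl2 in TNJ92 numbered 3 to 8 with 1 library left out. Glycolysis genes lower in CdCl2-treated TNJ92 than in THS30 numbered 1 to 3 with 1 library left out and 4 with DESeq2. For these counts the cause was not tested.

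Of 34 enrichments of groups, 28 were kept and 9 others gained with DESeq2, 31 and 0 with RLE normalization, 27 and 13 with no filter on low counts, 29 and 9 with a replicate block, 29 and 5 with library totals, 30 and 18 with all genes as background, 22 of 32 and 0 with only the 2 groups compared, 25 to 31 and 1 to 6 with 1 library left out and 16 and 7 with a log2 fold change of at least 1. Of 452 secondary metabolite genes, 277 passed the filter on low counts, and genes of few reads, such as *catA* with a standard error of 0.83 for its response in TNJ92, are measured with less precision.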

Differences from the paper's values

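No tests here were chosen after the result was seen, and the alternatives named were all set before the data were examined, apart from library totals, which were added after.

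Of 234 counts of genes that the paper gives, 142 equalled the counts here, 86 lay within 1.5 times of them and 6 were over 1.5 times apart. With DESeq2, 221 were equal. For ribosome biogenesis genes down-regulated in THS30 only, the paper's count is 2 and the count here 1, and it equalled the paper's with DESeq2 or without THS30 CdCl2-treated replicate 1 or 2, THS30 untreated replicate 2, any 1 of the TNJ92 CdCl2-treated libraries, or TNJ92 untreated replicate 1 or 2, and was over 1.5 times apart under the other alternatives. For squalene-ergosterol pathway genes up-regulated in TNJ92, the paper's count is 1 and the count here 2, and it equalled the paper's with no filter on low counts, with DESeq2, with only the 2 groups compared, or without THS30 CdCl2-treated replicate 2, any 1 of the THS30 untreated libraries, TNJ92 CdCl2-treated replicate 2 or 3, or TNJ92 untreated replicate 2, and was over 1.5 times apart under the others. For autophagy genes down-regulated in THS30, the paper's count is 1 and the count here 2, and it equalled the paper's with DESeq2 or without THS30 CdCl2-treated replicate 1 or 2, any 1 of the THS30 untreated libraries, TNJ92 CdCl2-treated replicate 2, or TNJ92 untreated replicate 2, and was over 1.5 times apart under the others. For catalase genes up-regulated in TNJ92, the paper's count is 1 and the count here 0, and it equalled the paper's with DESeq2, with a replicate block, or without THS30 CdCl2-treated replicate 3 or TNJ92 untreated replicate 1 or 3, and was over 1.5 times apart under the others. For zinc transporter genes lower in untreated TNJ92, the paper's count is 1 and the count here 2, and it equalled the paper's with DESeq2 or without THS30 untreated replicate 2 or 3, TNJ92 CdCl2-treated replicate 2, or any 1 of the TNJ92 untreated libraries, and was over 1.5 times apart under the others. For glycolysis genes lower in CdCl2-treated TNJ92, the paper's count is 4 and the count here 2, and it was 4 with DESeq2, 3 and so within 1.5 times without THS30 CdCl2-treated replicate 2, any 1 of the THS30 untreated libraries, TNJ92 CdCl2-treated replicate 1, or TNJ92 untreated replicate 1 or 3, and over 1.5 times apart under the others.

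Of 184 log2 fold changes that the paper gives, each had the paper's sign here and lay within 1 standard error of it, with a largest gap of 0.107. For 944 tested genes of Table S5, the median gap was 0.0157 and 935 had the paper's sign for the response of THS30, 0.00525 and 941 for that of TNJ92, 0.0016 and 944 between the untreated strains and 0.0119 and 936 between the CdCl2-treated strains. With DESeq2, the log2 fold changes of 1134 genes of Table S5 lay within 6.22e-05 of the paper's values.

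The paper calls *sodB* up-regulated in both strains, *gpxA* down-regulated in THS30, and *catA* up-regulated and *trxA* down-regulated in TNJ92, and these values did not pass the test here. In THS30, *sodB* had 0.20 ± 0.08 and was past the test with DESeq2 or with library totals (log2 fold change 0.18 to 0.33), and *gpxA* had -0.21 ± 0.09 and was past the test without TNJ92 untreated replicate 3, with RLE normalization, with no filter on low counts or with DESeq2 (log2 fold change -0.25 to -0.21). In TNJ92, *sodB* had 0.19 ± 0.08 and was past the test without TNJ92 untreated replicate 2, with DESeq2 or with library totals (log2 fold change 0.18 to 0.33), *catA* had 1.68 ± 0.83 and was past the test without THS30 CdCl2-treated replicate 3 or TNJ92 untreated replicate 3, with DESeq2 or with a replicate block (log2 fold change 1.66 to 3.14), and *trxA* had -0.24 ± 0.11 and was past the test without THS30 CdCl2-treated replicate 3, TNJ92 CdCl2-treated replicate 3 or TNJ92 untreated replicate 1, with DESeq2 or with a replicate block (log2 fold change -0.33 to -0.24). Library totals were chosen after seeing the values.

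The paper's threshold for enrichments is a p under 0.05 in Fisher's exact test, with no adjustment named, and a part of them did not pass the adjusted test here against the genes that passed the filter. In THS30, the adjusted p was 0.429 (0.00865 unadjusted against all genes of the table) for down-regulated ribosome biogenesis genes, 0.23 (0.0282 unadjusted against all genes of the table) for down-regulated genes of Cys rich proteins, 0.318 (0.0134 unadjusted against all genes of the table) for up-regulated and 0.348 (0.0461 unadjusted against all genes of the table) for down-regulated folate cycle genes, 0.318 (0.0102 unadjusted against all genes of the table) for up-regulated Cys, Met and GSH metabolism genes, 0.563 (0.0385 unadjusted against all genes of the table) for up-regulated autophagy genes, 0.456 (0.0159 unadjusted against all genes of the table) for up-regulated ER to Golgi transport genes and 0.571 (0.0485 unadjusted against all genes of the table) for up-regulated excision repair genes. In TNJ92, it was 0.0875 (0.00442 unadjusted against all genes of the table) for down-regulated sterol pathway genes, 0.169 (0.004 unadjusted against all genes of the table) for up-regulated ER to Golgi transport genes, 0.258 (0.00434 unadjusted against all genes of the table) for down-regulated DNA repair genes, 0.337 (0.0391 unadjusted against all genes of the table) for down-regulated folate cycle genes and 0.169 (0.00844 unadjusted against all genes of the table) for up-regulated phosphorelay genes. The paper lists cell wall biosynthesis genes in TNJ92 for both directions together, a set not tested here, and for single directions the adjusted p was 0.811 (0.23 unadjusted against all genes of the table) for the up-regulated and 0.683 (0.13 unadjusted against all genes of the table) for the down-regulated set. Of the clusters, the adjusted p in THS30 was 0.848 for the inp, 0.515 for the microperfuranone and 0.569 for the AN1242 cluster, and in TNJ92 0.077 for the inp, 0.077 for the AN7884, 0.143 for the AN7084 and 1 for the microperfuranone cluster, and the inp cluster in TNJ92 passed at 0.0139 to 0.0269 with any 1 library left out, where the filter kept 6 of its genes. It did not pass with no filter on low counts or with DESeq2. Cluster values are given only adjusted, so they do not show whether the paper's calls fail at its own unadjusted threshold. Other settings that passed the adjusted test were for ribosome biogenesis genes in THS30 with library totals, for sterol pathway genes in TNJ92 without TNJ92 untreated replicate 2, with no filter on low counts, with DESeq2 or with library totals. Against all genes of the table, the adjusted test also passed for ribosome biogenesis genes in THS30 (0.0375) and for sterol pathway (0.023) and DNA repair genes in TNJ92 (0.023).

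Between the strains, other groups of the paper's Table 3 also did not pass the adjusted test. Their p values are given only adjusted, so they do not show whether the paper's calls fail at its own unadjusted threshold. In untreated TNJ92, the adjusted p of Fisher's exact test was 0.153 for higher Cys, Met and GSH metabolism, 0.125 for folate cycle, 0.138 for Fe-S protein and 0.437 for antioxidant genes. For lower genes there, it was 0.102 for cell wall biosynthesis, 0.187 for chitin synthesis, 0.142 for the cell wall integrity pathway, 0.0977 for autophagy and 0.195 for glycolysis. With CdCl2, it was 0.185 for higher Cys, Met and GSH metabolism, 0.185 for antioxidant, 0.123 for ER to Golgi transport and 0.445 for glycolysis genes, and 0.0767 for lower cell wall biosynthesis and degradation, 0.0767 for cell wall biosynthesis, 0.187 for chitin synthesis, 0.192 for glyoxylate pathway and 0.099 for secondary metabolite key genes. In untreated cultures, Cys, Met and GSH metabolism genes were past the test without THS30 untreated replicate 1 or TNJ92 untreated replicate 3, with no filter on low counts or with a replicate block (adjusted p 0.0148 to 0.0442), folate cycle genes past the test with no filter on low counts or with a replicate block (adjusted p 0.0271 to 0.0357), cell wall biosynthesis genes past the test without THS30 untreated replicate 1, with no filter on low counts or with DESeq2 (adjusted p 0.0389 to 0.0472) and cell wall integrity genes past the test without TNJ92 CdCl2-treated replicate 1 or TNJ92 untreated replicate 3 or with a replicate block (adjusted p 0.0416 to 0.0496). With CdCl2, ER to Golgi transport genes were past the test without THS30 CdCl2-treated replicate 1 or 3 or THS30 untreated replicate 1, with no filter on low counts or with DESeq2 (adjusted p 0.00618 to 0.0489), cell wall biosynthesis and degradation genes past the test without THS30 untreated replicate 2, TNJ92 CdCl2-treated replicate 3 or TNJ92 untreated replicate 2 (adjusted p 0.0143 to 0.0416), cell wall biosynthesis genes past the test without THS30 untreated replicate 2 or TNJ92 untreated replicate 2 or with DESeq2 (adjusted p 0.0328 to 0.045), Cys, Met and GSH metabolism and antioxidant genes past the test with no filter on low counts (adjusted p 0.0315), and secondary metabolite key genes past the test with a replicate block or with library totals (adjusted p 0.0482 to 0.0491).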

Other observations

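Splitting the ribosome biogenesis genes and comparing separate libraries were tests chosen after the results had been seen.

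Chaperone genes were lower in untreated TNJ92: *hsp30* (AN2530) at -1.43 ± 0.17, *hsp90* (AN8269) at -1.06 ± 0.13 and *hsp70* (AN5129) at -1.02 ± 0.13 (log2 ± standard error, n = 3 per group). With CdCl2 *hsp90* rose in TNJ92 by 1.60 ± 0.13 and *hsp70* by 1.02 ± 0.13, and their responses in the strains differed by 1.19 ± 0.18 and 0.94 ± 0.18 (adjusted p = 0.000135 and 0.00113, edgeR). Of 6 chaperone genes, 1 was up-regulated in THS30 and 3 in TNJ92, none was down-regulated, and 2 were lower in CdCl2-treated TNJ92 (1, 3 and 2 adjusted over the list alone). The first of these counts was 0 without THS30 CdCl2-treated replicate 2 or THS30 untreated replicate 1, and the last 1 without THS30 CdCl2-treated replicate 3 or TNJ92 CdCl2-treated replicate 1.

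Among iron genes, the ornithine monooxygenase gene *sidA* (AN5823) of siderophore synthesis rose with CdCl2 by 1.90 ± 0.12 in THS30 and 0.76 ± 0.12 in TNJ92, and was higher in TNJ92 by 2.31 ± 0.12 without CdCl2. The siderophore transporter gene *mirA* (AN7800) rose by 0.94 ± 0.22 and 2.31 ± 0.20, with a difference of 1.37 ± 0.30 between the responses (adjusted p = 0.00264, edgeR). Of 10 listed genes, 3 were up-regulated and 3 down-regulated in THS30, 3 and 4 in TNJ92, and 6 were higher and 1 lower in untreated and 7 and 2 in CdCl2-treated TNJ92 (3 and 3, 3 and 4, 6 and 1, and 7 and 3 adjusted over the list alone). For the responses of THS30 and TNJ92, Fisher's exact test gave adjusted p values of 0.98 and 1 for the up-regulated and 0.979 and 1 for the down-regulated set. For the genes higher in CdCl2-treated TNJ92, it gave adjusted p = 0.0298 and camera adjusted p = 0.671 with an estimated correlation, and the enrichment was not past the test without THS30 CdCl2-treated replicate 1 or 3, THS30 untreated replicate 1, TNJ92 CdCl2-treated replicate 1 or 2 or TNJ92 untreated replicate 3 or with only the 2 groups compared (adjusted p 0.0541 to 0.23). The number lower in untreated TNJ92 was 2 without THS30 untreated replicate 1 or TNJ92 untreated replicate 1.

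Genes of conidiation were called in both directions. The regulator gene *brlA* (AN0973) rose with CdCl2 by 1.39 ± 0.25 in THS30 and 1.41 ± 0.26 in TNJ92, and *flbD* (AN0279) by 1.13 ± 0.13 in TNJ92, with a difference of 1.32 ± 0.18 from its response in THS30 (adjusted p = 7.05e-05, edgeR). The conidial gene *conJ* (AN5015) was lower in TNJ92 at -4.15 ± 0.59 without and -4.56 ± 0.49 with CdCl2, the regulator gene *wetA* (AN1937) at -1.50 ± 0.32 and -1.21 ± 0.32, and the pigment gene *wA* (AN8209) at -1.30 ± 0.15 and -1.46 ± 0.15. Of 16 listed genes, 6 were up-regulated and 1 down-regulated in THS30, 7 and 1 in TNJ92, and 3 were higher and 5 lower in untreated and 4 and 6 in CdCl2-treated TNJ92, with the same numbers adjusted over the list alone. In THS30 the number of up-regulated genes was 3 without THS30 CdCl2-treated replicate 3, and that of down-regulated genes 2 to 3 without THS30 CdCl2-treated replicate 3, THS30 untreated replicate 1 or TNJ92 untreated replicate 1 or 3, with no filter on low counts, with only the 2 groups compared or with a replicate block. In TNJ92 these were 3 to 4 without TNJ92 CdCl2-treated replicate 3 or TNJ92 untreated replicate 2 or with only the 2 groups compared, and 2 without TNJ92 untreated replicate 1. For the up-regulated conidiation genes, Fisher's exact test gave adjusted p values of 0.513 in THS30 and 0.551 in TNJ92.

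In the HOG cascade, the MAP kinase gene *sakA* (AN1017) fell with CdCl2 in THS30 by 0.84 ± 0.10 on the log2 scale and was lower in untreated TNJ92 at -1.27 ± 0.10, with a difference of 1.10 ± 0.15 between the responses (adjusted p = 4.72e-05, edgeR). Of 8 listed genes, of which *tcsB*, *srrA*, *sskA* and *ypdA* are also in the phosphorelay group, 0 were up-regulated and 4 down-regulated in THS30 (0 and 4 adjusted over the list alone), and 0 were higher and 6 lower in untreated TNJ92 (0 and 7), with adjusted p = 0.0418 in Fisher's exact test and adjusted p = 0.317 with an estimated correlation. This enrichment was not past the test without TNJ92 untreated replicate 2 (adjusted p 0.0502), and the number of higher genes 1 without THS30 untreated replicate 1 or TNJ92 untreated replicate 3 or with a replicate block. In TNJ92, 1 gene was up-regulated with CdCl2 (0 adjusted over the list alone), and 0 to 3 without THS30 untreated replicate 2, TNJ92 CdCl2-treated replicate 1 or 2 or TNJ92 untreated replicate 1, 2 or 3, with no filter on low counts, with DESeq2 or with library totals. In CdCl2-treated TNJ92, 2 were lower (2 adjusted over the list alone), and 1 without THS30 CdCl2-treated replicate 3 or TNJ92 CdCl2-treated replicate 1 or 2. Among 7 regulators of sexual development, *nsdD* (AN3152) rose by 0.78 ± 0.09 in THS30 and 1.20 ± 0.09 in TNJ92, and *stuA* (AN5836) was lower in TNJ92 at -0.75 ± 0.09 without CdCl2. Of these genes, 2 were up-regulated and 1 down-regulated in THS30, 1 and 1 in TNJ92, and 3 were higher and 2 lower in untreated and 3 and 2 in CdCl2-treated TNJ92. Adjusted over the list alone, these numbers were the same. The number up-regulated in TNJ92 was 2 to 3 without TNJ92 CdCl2-treated replicate 1 or TNJ92 untreated replicate 3, with a replicate block or with library totals, and the number down-regulated there 0 with library totals. The number lower in TNJ92 was 1 without THS30 untreated replicate 3 or TNJ92 untreated replicate 2 or with only the 2 groups compared for untreated and 1 without THS30 CdCl2-treated replicate 2 or TNJ92 CdCl2-treated replicate 1 or 3 for CdCl2-treated cultures, and the number down-regulated in THS30 2 with a replicate block.

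Of the 4 stress transcription factor genes, 1 was up-regulated and 1 down-regulated in THS30 and 0 and 1 in TNJ92, and 2 were higher and 2 lower in untreated and 1 and 2 in CdCl2-treated TNJ92. Adjusted over the list alone, these numbers were the same. *hacA* and *atfA* are also in other lists. The number up-regulated in THS30 was 0 to 2 without THS30 CdCl2-treated replicate 3 or THS30 untreated replicate 1 or with library totals, and in TNJ92 1 without TNJ92 untreated replicate 3 or with library totals, while the number down-regulated in TNJ92 was 0 without TNJ92 CdCl2-treated replicate 1 or 2 or with library totals. For untreated cultures, the number higher in TNJ92 was 1 without THS30 untreated replicate 1 or TNJ92 untreated replicate 2. For CdCl2-treated cultures, it was 0 without THS30 CdCl2-treated replicate 1 or TNJ92 CdCl2-treated replicate 2, and the number lower was 1 without THS30 CdCl2-treated replicate 1, 2 or 3, THS30 untreated replicate 2 or 3, TNJ92 CdCl2-treated replicate 1, 2 or 3 or TNJ92 untreated replicate 2, with RLE normalization, with no filter on low counts or with library totals. Of 7 genes used in strain construction or as references, the marker gene *pyroA* (AN7725) was higher in TNJ92 by 1.72 ± 0.14 without and 2.48 ± 0.14 with CdCl2, and the actin gene *actA* (AN6542) had -0.16 ± 0.09 and -0.17 ± 0.09 for the responses and 0.06 ± 0.09 and 0.06 ± 0.09 between the strains, none of which passed the test. For *actA*, the response in THS30 was past the test without THS30 CdCl2-treated replicate 3 or with DESeq2 (log2 fold change -0.21 to -0.18), and that in TNJ92 past the test without THS30 CdCl2-treated replicate 3 or with DESeq2 (log2 fold change -0.19 to -0.17). In this list 3 were down-regulated in THS30 and 4 in TNJ92, and 4 were higher and 2 lower in untreated and 2 and 2 in CdCl2-treated TNJ92, with the same numbers adjusted over the list alone. The number down-regulated in THS30 was 5 without THS30 CdCl2-treated replicate 3 or with DESeq2, and the number lower in untreated TNJ92 was 1 without THS30 CdCl2-treated replicate 2, THS30 untreated replicate 2 or 3, TNJ92 CdCl2-treated replicate 2 or TNJ92 untreated replicate 1, 2 or 3 or with no filter on low counts.

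In CdCl2-treated cultures, 7 of 8 genes of the cluster around *xptA* were higher in TNJ92 (7 adjusted over the list alone), with a median log2 fold change of 2.02, adjusted p = 0.0399 in Fisher's exact test and adjusted p = 0.0126 with an estimated correlation. The Fisher enrichment was not past the test with no filter on low counts, with DESeq2, with a replicate block or with library totals (adjusted p 0.0623 to 0.159).

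Of the ribosome biogenesis genes, 20 have a description in Table S5 that names a ribosomal protein, and the 165 others still hold genes of ribosomal proteins that are described by their orthologs, such as AN3172, AN1964 and AN0465. Of the 20 genes, 1 was up-regulated and 18 down-regulated in THS30 (median log2 fold change -0.59), and of the others 84 and 28 (0.37). In TNJ92, 0 and 20 of the 20 genes (-1.43) and 10 and 115 of the others (-0.48) were called. Of the others, 6 were up-regulated in TNJ92 without TNJ92 CdCl2-treated replicate 2 and 5 without TNJ92 untreated replicate 3. Between the untreated strains, all 20 were higher (0.89) and 147 of the others (0.80).

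Over all 9070 genes, the response of TNJ92 to CdCl2 correlated with its untreated difference from THS30, with r = -0.32. Both values share the untreated TNJ92 libraries, and groups simulated without change gave -0.49. That r comes from noise alone, so its size cannot be set against the r of the data. The covariance was -0.3475 in the data and -0.02015 in the simulation. With no shared library, r was -0.254, -0.262 and -0.261, so that a part of the response may be a move of genes that start apart toward their THS30 level. Genes are not independent replicates, and this hypothesis was found and tested on the same data.

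Of the 8 listed genes of ER folding, 3 were higher and 2 lower in untreated TNJ92 (3 and 2 adjusted over the list alone), and the number lower was 1 without THS30 untreated replicate 2 or 3 or TNJ92 untreated replicate 1 or with only the 2 groups compared. In CdCl2-treated TNJ92, 6 were higher and 1 lower (6 and 2), with adjusted p = 0.0298 in Fisher's exact test and adjusted p = 0.672 with an estimated correlation, and the enrichment was not past the test without THS30 CdCl2-treated replicate 1 or 3, THS30 untreated replicate 1, 2 or 3, TNJ92 CdCl2-treated replicate 1 or 2 or TNJ92 untreated replicate 2 or 3 or with only the 2 groups compared (adjusted p 0.171 to 0.81). There the number higher was 3 without TNJ92 CdCl2-treated replicate 2, and the number lower 2 without THS30 CdCl2-treated replicate 1, THS30 untreated replicate 1 or TNJ92 untreated replicate 1 or 3, with only the 2 groups compared or with a replicate block.

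THS30 CdCl2-treated replicate 3 had a smaller response than the other libraries of its group: the slope of its response on that of the other libraries was 0.715, against 1.111 and 1.054 for replicates 1 and 2, and 0.947, 1.039 and 0.916 in TNJ92.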
